# Differential toxicity to murine small and large intestinal epithelium induced by oncology drugs

**DOI:** 10.1038/s42003-022-03048-x

**Published:** 2022-01-27

**Authors:** Jake M. Bieber, Laura E. Sanman, Xiaoxiao Sun, Heinz Hammerlindl, Feng Bao, Maike A. Roth, Megan L. Koleske, Liusheng Huang, Fran Aweeka, Lani F. Wu, Steven J. Altschuler

**Keywords:** Growth factor signalling, Gastroenterology, Gastrointestinal models, Transporters, Toxicology

## Abstract

Gastrointestinal toxicity is a major concern in the development of drugs. Here, we establish the ability to use murine small and large intestine-derived monolayers to screen drugs for toxicity. As a proof-of-concept, we applied this system to assess gastrointestinal toxicity of ~50 clinically used oncology drugs, encompassing diverse mechanisms of action. Nearly all tested drugs had a deleterious effect on the gut, with increased sensitivity in the small intestine. The identification of differential toxicity between the small and large intestine enabled us to pinpoint differences in drug uptake (antifolates), drug metabolism (cyclophosphamide) and cell signaling (EGFR inhibitors) across the gut. These results highlight an under-appreciated distinction between small and large intestine toxicity and suggest distinct tissue properties important for modulating drug-induced gastrointestinal toxicity. The ability to accurately predict where and how drugs affect the murine gut will accelerate preclinical drug development.

## Abstract (web summary)

Bieber et al use intestinal monolayers derived from fresh murine crypts as a model system to study drug toxicity. Testing 48 oncology drugs with known gastrointestinal toxicity as a proof of concept, they discover differential responses in cells from large and small intestine, increasing our mechanistic understanding of intestinal drug toxicity.

## Introduction

The leading cause of attrition in drug development is toxicity^1,2^. Drug-induced toxicity is first assessed through acute toxicology studies in animals, which are conducted as a precursor to clinical trials^3^. By this stage, much effort has already been expended in drug candidate optimization, and drug failures are extremely costly. Animal studies are low-throughput and expensive, and it is currently infeasible to screen compounds for toxicity earlier in development when there are hundreds of candidates. Development of scalable models for predicting drug-induced toxicity can guide decisions early in drug development, reduce pre-clinical failures and enable the progression of safer drug candidates^4^.

The gastrointestinal (GI) tract is one of the most common sites of toxicity both in drug development and in the clinic^2,5,6^. Several in vitro intestinal models have been recently developed that enable systematic investigation of intestinal drug absorption, drug metabolism, and anticancer efficacy^7–9^. These systems either utilize cancer-derived cells, lack both proliferative and differentiated cell types, or do not model both the small and large intestines. Current evaluation of drug-induced GI toxicity continues to rely heavily on histological analysis of rodent intestinal epithelia. These studies describe the types of drug-induced damage to the intestinal epithelium, including villus stunting, crypt dysplasia, and mucin hypersecretion^10–12^, yet it remains a challenge to pinpoint biological mechanisms of GI toxicity.

Further, there are differences in the physiology and biology between the small and large intestine which may cause drugs to target parts of the GI tract differently. For example, the primary function of the small intestine is nutrient absorption, while the large intestine is responsible for water absorption^13^; to optimally perform these tasks, a gradient in transporter expression exists across the GI tract. It remains unclear if biological differences in the small and large intestine, such as transporter expression, metabolism, or cell type composition, cause drugs to exhibit differential toxicity to the small and large intestine. Current in vitro intestinal models and in vivo histological studies tend to be limited to one part of the GI tract, which prevents differential toxicity from being identified.

Here, we built a scalable murine intestinal monolayer system to provide assessment of toxicity to both the small and large intestines. To help maintain in vivo properties essential for modeling drug-induced toxicity, these intestinal monolayers are derived directly from freshly harvested murine crypts. As a proof-of-concept, we screened 48 clinically used oncology drugs for both small and large intestinal toxicity, revealing that many oncology drugs display differential toxicity across the murine GI tract.

## Results

### Characterizing gastrointestinal toxicity utilizing intestinal monolayers

We had three main considerations for our toxicity screen (Fig. 1a): drug set, experimental model, and toxicity readout. For our drug panel, we focused on clinically used oncology drugs, which are known to induce widespread GI toxicity^14–17^. We selected 48 FDA-approved oncology drugs that encompass multiple drug classes and diverse treatment indications (Fig. 1b, Supplementary Fig. 1, Supplementary Table 1). We chose two concentrations for each drug: a high concentration (typically greater than the reported cellular IC_50_, Supplementary Table 1) and a low concentration (100-fold lower than the high concentration)^18^. We note that the selected low concentration for most drugs is lower than its clinically observed maximum plasma concentration (*C*_max_, Supplementary Table 1)^19^.

**Fig. 1:**
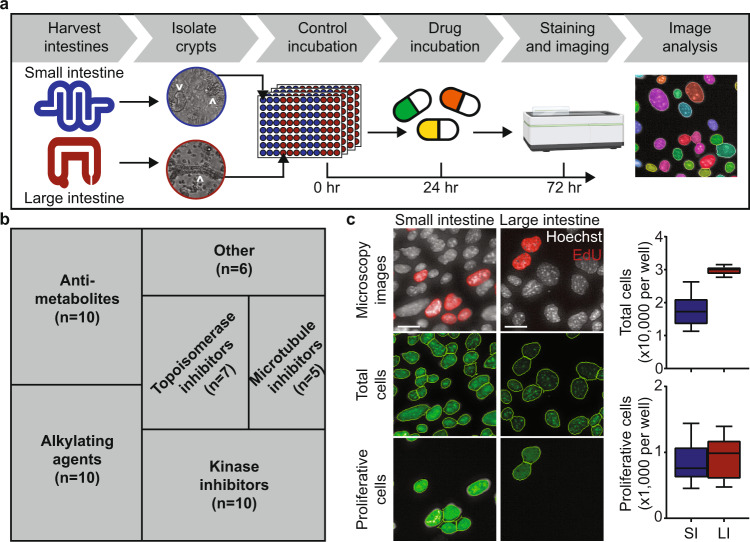
Experimental setup to screen small and large intestine-derived monolayers for drug toxicity. **a** Workflow for culturing and characterizing the effect of oncology drugs in small and large intestine-derived monolayers. Crypts isolated from harvested murine small and large intestines (white arrowheads) are cultured as intestinal monolayers. Intestinal monolayers are grown in control media for 24 h, followed by drug incubation for 48 h. Total and proliferative cell numbers are measured from images of stained intestinal monolayers. Microscope cartoon was created with BioRender.com. **b** Tree plot of the drug classes included in the drug panel. n: number of drugs per class. **c** Images of small and large intestine-derived monolayers grown in control media for 72 h. Scale bars, 20 µm. The total number of cells per well were determined via nuclei segmentation (Hoechst stain) and the number of proliferative cells per well were determined via EdU+ nuclei segmentation. Boxplot showing median value, whiskers showing lower 10th and upper 90th percentiles. *n* = 72 wells. SI: small intestine; LI: large intestine.

For our experimental model, we chose to make use of monolayers derived from both the murine small and large intestine. First, intestinal monolayers are 2-dimensional and thus are amenable to quantitative high-throughput microscopy^20^. This allowed us to survey the effects of many drugs on both the small and large intestine. Second, intestinal monolayers recapitulate many properties of the intestinal epithelium^21,22^. These properties include apical-basolateral polarization, presence of the major differentiated cell types, cell-cell junctions, and continuous self-renewal (Supplementary Fig. 2a, b)^23–25^. Third, intestinal monolayers recapitulate specific properties of the organ they are derived from. Large intestine-derived monolayers have a greater proportion of goblet (Muc2+) cells, lack Paneth (Lyz+) cells, and have nuclear expression of special AT-rich sequence-binding protein 2 (SATB2), while small intestine-derived monolayers possess Paneth cells and an increased proportion of proliferative (EdU+) cells (Supplementary Fig. 2a, c, d)^26,27^. Fourth, intestinal monolayers are ideal for investigating toxicity intrinsic to the GI epithelium, as they lack mesenchymal cells (Supplementary Fig. 2e)^21^. 

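RNA was sequenced from freshly isolated murine crypts (tissue) and from intestine-derived monolayers cultured for 24 h, each from the small intestine (SI) and from the large intestine (LI). This gave 4 groups of 3 libraries: SI tissue, SI monolayers, LI tissue and LI monolayers, with 3 mice per tissue group and 3 samples of pooled wells per monolayer group. The paper's methods name the jejunum as the source of the crypts seeded for SI monolayers, and an enzymatic digestion for LI crypts that was not applied to SI crypts. The authors aligned paired-end Illumina HiSeq reads to GRCm38 with STAR, counted them on GENCODE genes with featureCounts, and deposited the counts of each gene and the same counts divided by 1 DESeq2 size factor per library (normalized counts). The paper's text does not state whether both mates of a read pair were counted, or whether reads were counted by strand. Among counts from 1 to 20, between 73.4% and 77.4% were even numbers in each library, where 50% would be even by chance. Libraries held between 59016196 and 76216530 counts (median 69256790). The counts ranged from 61172680 to 67719720 in SI tissue (median 67498504), from 67068327 to 71963600 in SI monolayers (median 70802383), from 70768226 to 76216530 in LI tissue (median 74437502) and from 59016196 to 69377529 in LI monolayers (median 69136051). At this depth 3 counts, the upper limit that a count of 0 allows, correspond to 0.0394 to 0.0508 CPM, and this limit covers counting error only and is 2 times as high if both mates of each fragment were counted. Transcripts of the 37 mitochondrial genes took 4.56% to 9.16% of the counts in the libraries of SI tissue, 0.472% to 0.559% in SI monolayers, 2.25% to 2.59% in LI tissue and 0.704% to 0.750% in LI monolayers. Replicates differed from each other by 2.14 to 7.88 times the counting noise (median over genes, with each pair of mates taken as 1 fragment). No library was thus a copy of another, and each was counted as its own replicate. The ratio ran from 2.14 to 3.45 between monolayer libraries and from 4.77 to 7.88 between tissue libraries. The paper's text does not state whether the pooled wells came from separate mice or crypt preparations. Tests that involve monolayers may therefore measure the spread between wells rather than between mice. Of 55487 genes in the tables, 23186 had no count in any library. The 19581 genes that passed the filter of edgeR (filterByExpr by group) were tested, and they held 99.97% of the counts of the library where their share was smallest. Counts were scaled by edgeR's TMM method and compared with its quasi-likelihood test in 1 model of the 4 group means. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1 are called differentially expressed, and 5 comparisons were made, the interaction of region and preparation included.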

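Over the 110 intestine marker genes, Pearson's r between the group means of log-transformed normalized counts was 0.866 for SI monolayers with SI tissue and 0.866 for LI monolayers with LI tissue. With tissue of the other region, r was 0.648 for SI monolayers and 0.576 for LI monolayers. These correlations run across genes, which are not independent replicates, so no p-value was attached to them. Centring each gene on its mean over the 12 libraries moved them most: r with the own tissue became 0.468 for SI and 0.349 for LI monolayers, and r with tissue of the other region became -0.808 and -0.816. Between single libraries, r averaged 0.858 for a monolayer and a tissue library of the same region and 0.607 for libraries of different regions, a difference of 0.251. When the region labels of the monolayer libraries were permuted in all 20 ways, this difference had p = 0.1 (exact permutation test, two-sided), the smallest p that 3 libraries against 3 allow, so a p under 0.05 was out of reach. With each library left out in turn, the difference stayed between 0.236 and 0.264. Over all tested genes in place of the markers it was 0.0379. The paper lists resemblance to tissue among the properties for which it chose monolayers, and rests it on the clustering and the correlation of the marker genes in Supplementary Fig. 3a, b.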

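Differential expression was then tested beyond the marker genes. SI monolayers and SI tissue differed in 5110 genes, of which 1902 were higher and 3208 lower in monolayers. LI monolayers and LI tissue differed in 7442 genes, of which 2832 were higher and 4610 lower in monolayers. Without a minimum fold change, the alternative that moved these numbers most, they were 11674 and 13445 genes. With each library's trends against GC content and transcript length removed, SI monolayers had 2555 higher and 2687 lower genes, and LI monolayers had 3661 and 3813. That step also removed each library's mean deviation from the gene means, so this shift in direction cannot be credited to the trends. Of all tested genes, 66.4% in SI and 73.0% in LI had no overlap between monolayer and tissue libraries, where chance gives 10%. In both regions 3619 genes were differentially expressed, 3385 of them in the same direction and 234 in opposite directions, against 1942 expected in both by chance. Of the 108 marker genes that passed the filter, 52 (48.1%) were differentially expressed between monolayers and tissue in SI and 64 (59.3%) in LI, compared with 26.1% and 38.0% of all tested genes. With p-values adjusted over the list alone, 52 and 64 markers were differentially expressed. The methods cite earlier work where they name the marker genes, and the paper's text does not say whether these libraries played a part in choosing them, so the counts adjusted over the list alone are not taken as independent evidence.
SI tissue and LI tissue differed in 4446 genes, and SI monolayers and LI monolayers in 4159 genes. Of the genes that differed between the tissues, 3326 (74.8%) had a fold change of the same sign between the monolayers, and 2263 were differentially expressed in both comparisons (1992 with the same sign), against 944.3 expected by chance. The comparisons share no library. Across genes, the log2 fold change of SI against LI in tissue correlated with that in monolayers with r = 0.506, and Spearman's rho was 0.327. The change of monolayers against tissue correlated between SI and LI with r = 0.617. The interaction of region and preparation, which tests whether the SI to LI difference itself differs between monolayers and tissue, was past the threshold for 3909 genes.

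**Figure D1:**
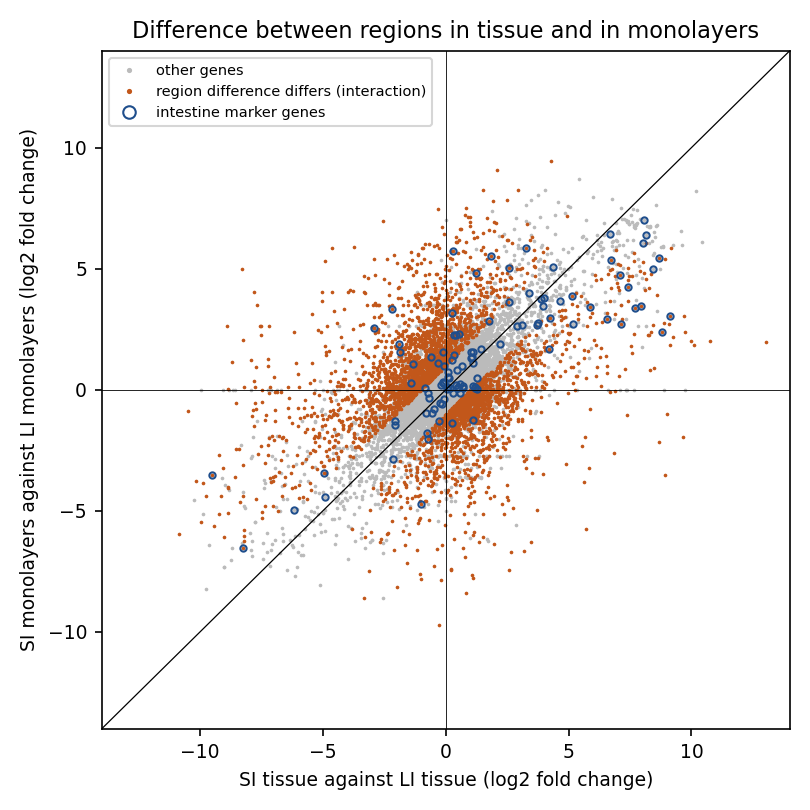
Log2 fold change of SI against LI in tissue (x axis) and in monolayers (y axis) for each tested gene, with the 108 tested marker genes as blue circles and the 3909 genes past the threshold of the interaction in orange. Genes on the diagonal line have the same difference between regions in both preparations, and r across genes is 0.506.

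Most differentially expressed markers fell in monolayers: 45 fell and 7 rose in SI, and 53 fell and 11 rose in LI. Of the 37 that were differentially expressed in both regions, 30 fell in both and 4 rose in both. Among the markers that changed in both regions, Slc10a2, Cdk6 and Cd44 rose most in monolayers and Fabp6, Slc15a1 and Muc3a fell most, by the mean of both regions. Positions are those of GRCm38, and values are normalized counts as mean ± SD with n = 3. Slc10a2 (ENSMUSG00000023073.2, chromosome 8 from 5083219 to 5105351), which encodes an ileal bile acid transporter, rose from 1228.8 ± 242 in SI tissue to 6049 ± 241 in SI monolayers and from 561.6 ± 563 in LI tissue to 5650.1 ± 328 in LI monolayers. Its log2 fold change was 2.33 in SI (SE 0.56, adjusted p = 0.00623, edgeR) and 3.38 in LI (SE 0.59, adjusted p = 0.00083). The second LI tissue library held 1212 and the other LI tissue libraries 242 and 230.3, and the LI log2 fold change was 4.62 when the second library was left out. Cdk6 (ENSMUSG00000040274.11, chromosome 5 from 3341485 to 3531008), a cyclin-dependent kinase gene, rose from 1317 ± 72.4 to 3822 ± 141 in SI and from 1127 ± 213 to 10207 ± 314 in LI. Its log2 fold change was 1.57 in SI (SE 0.10, adjusted p = 8.36e-09, edgeR) and 3.23 in LI (SE 0.11, adjusted p = 2.98e-12). Of the 6 markers, it alone was past the threshold of the interaction (log2 fold change -1.66, adjusted p = 4.36e-07, edgeR). Cd44 (ENSMUSG00000005087.17, chromosome 2 from 102811141 to 102901665), which encodes a cell adhesion receptor, rose from 1338 ± 202 to 5426 ± 249 in SI and from 1512 ± 300 to 8246 ± 380 in LI. Its log2 fold change was 2.05 in SI (SE 0.14, adjusted p = 9.12e-08, edgeR) and 2.49 in LI (SE 0.14, adjusted p = 9.21e-09). Fabp6 (ENSMUSG00000020405.4, chromosome 11 from 43596049 to 43601540), which encodes an ileal bile acid binding protein, fell from 4192 ± 380 to 141 ± 23.4 in SI and from 718 ± 152 to 12.1 ± 9.48 in LI. Its log2 fold change was -4.85 in SI (SE 0.25, adjusted p = 3.29e-08, edgeR) and -5.88 in LI (SE 0.36, adjusted p = 6.53e-08). The first LI monolayer library held 1.93 and the other LI monolayer libraries 20.7 and 13.8. Slc15a1 (ENSMUSG00000025557.10, chromosome 14 from 121459621 to 121505252), a peptide transporter gene, fell from 17247 ± 4766 to 758 ± 30.1 in SI and from 2392 ± 471 to 125 ± 43.4 in LI. Its log2 fold change was -4.47 in SI (SE 0.28, adjusted p = 7.94e-07, edgeR) and -4.22 in LI (SE 0.31, adjusted p = 1.61e-06). Muc3a (ENSMUSG00000094840.5, chromosome 5 from 137208813 to 137212389), a mucin gene, fell from 2737 ± 431 to 133 ± 4.76 in SI and from 1879 ± 478 to 151 ± 46.8 in LI. Its log2 fold change was -4.33 in SI (SE 0.26, adjusted p = 1.20e-07, edgeR) and -3.59 in LI (SE 0.25, adjusted p = 2.99e-07). Each of these 6 genes kept its direction and its call in both regions in all 12 fits that left out 1 library.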

Fifth, intestine-derived monolayers have similar gene expression to their in vivo counterparts (Supplementary Fig. 3a, b). Finally, intestinal monolayers are derived from primary tissue rather than cancer cell lines. For these reasons, we made use of intestinal monolayers to broadly survey collateral damage of oncology drugs to healthy intestinal epithelial tissue.

To assess cytotoxicity of these oncology drugs to the GI tract, we chose two readouts of tissue health, measuring changes in cell numbers to the whole tissue (differentiated plus active-cycling cells) as well as changes specifically to the proliferative compartment (active-cycling cells only). Intestinal monolayers were cultured in 96-well imaging plates with control media for 24 h, followed by drug incubation for 48 h (Fig. 1a). EdU was incorporated two hours before fixation to label proliferative cells; Hoechst was added after fixation to identify cells’ nuclei. Plates were imaged with an automated confocal microscope and the total number of nuclei and the number of proliferative cells per well were quantified (Fig. 1c). In summary, our image-based screen encompassed: 2 organs (small and large intestine) × 48 oncology drugs × 2 concentrations (100-fold range) × 2 toxicity readouts (total and proliferative cell numbers) × 3 replicates.

### Identification of oncology drugs that differentially target small or large intestine-derived monolayers

As expected, many of the screened oncology drugs decreased both total and proliferative cell numbers in intestinal monolayers (Fig. 2a, Supplementary Fig. 4a, Methods). Overall, small intestine-derived monolayers were generally more sensitive to oncology drugs (Fig. 2b (blue circles), Supplementary Table 2). This is consistent with the observation that small intestine-derived monolayers have an increased proportion of proliferative cells compared to large intestine-derived monolayers (Supplementary Fig. 2d).

**Fig. 2:**
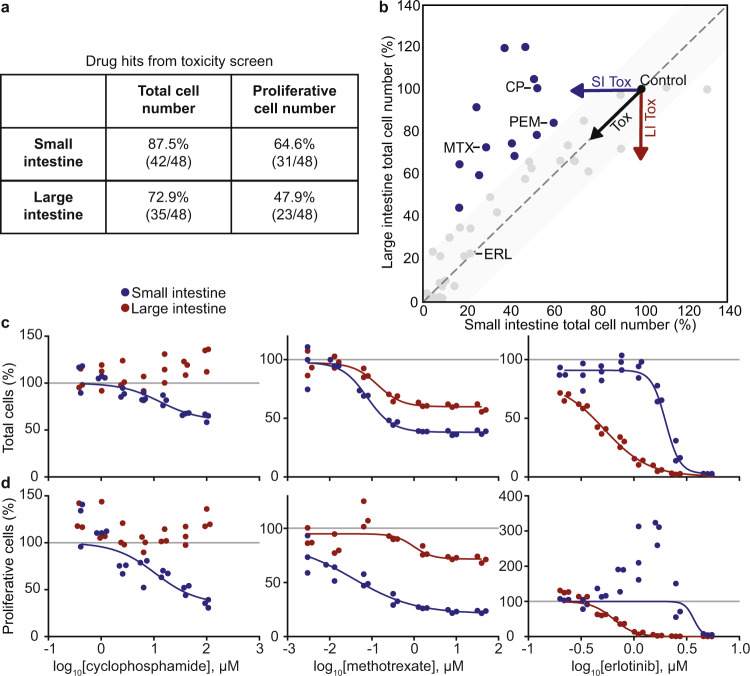
Identification of oncology drugs that differentially target small or large intestine-derived monolayers. **a** Number of drug hits from toxicity screen. **b** Selectivity of the high concentration of each drug in decreasing total cell number. Shaded region represents a selectivity <20%. Each circle is a drug, and blue circles are drugs selective (>20%) for the small intestine. Labeled compounds: MTX, methotrexate; PEM, pemetrexed; CP, cyclophosphamide; ERL, erlotinib. SI: small intestine; LI: large intestine; Tox: toxicity. **c**, **d** Small and large intestine-derived monolayers were treated with a 7–8 point dose-response of cyclophosphamide, methotrexate, and erlotinib, and change in cell number (**c**) or number of proliferative cells (**d**) relative to untreated cells are depicted. *n* = 3 wells. Fitted curves were used to calculate the LC_50_, concentration required to kill 50% of cells, listed in Supplementary Table 3.

Based on our survey, we chose to investigate cyclophosphamide (CP), methotrexate (MTX), and erlotinib (ERL), which were all toxic to the small intestine, but affected the large intestine in varying degrees, ranging from no toxicity, to intermediate toxicity, to strong toxicity, respectively (Fig. 2b, vertical axis). We retested intestinal monolayers across multiple concentrations for these and several mechanistically related drugs. Consistently, small intestine-derived monolayers exhibited dose-dependent toxicity to CP, while large intestine-derived monolayers were completely resistant (Fig. 2c, d, Supplementary Table 3). The antifolates MTX and pemetrexed (PEM) induced stronger toxicity to the proliferative compartment in small intestine compared to large intestine-derived monolayers (Fig. 2d, Supplementary Fig. 4c, Supplementary Table 3). Interestingly, a dose-response of the epidermal growth factor receptor (EGFR) inhibitors erlotinib, gefitinib, and osimertinib revealed selective toxicity to large intestine-derived monolayers at intermediate concentrations (Fig. 2c, d, Supplementary Fig. 4b, c, Supplementary Table 3). In summary, these dose responses revealed that antifolates and CP exhibited increased toxicity to small intestine-derived monolayers, while EGFR inhibitors displayed increased toxicity to large intestine-derived monolayers.

What could account for these differential toxicities? With respect to antifolates and CP, previous work suggests that increased uptake and metabolism (respectively) may be responsible for selective small intestine toxicity^28–31^. For these two cases, we focused on determining if these mechanisms are preserved in intestine-derived monolayers and testing whether differential toxicity is observed in vivo, which has surprisingly not been shown. With respect to EGFR inhibitors, a recent study has observed increased toxicity in the human large intestine^32^. In this case, we focused on elucidating mechanisms of EGFR inhibitor differential toxicity, which are poorly understood.

### Differential antifolate toxicity is due to increased drug uptake in the small intestine

We investigated whether selective antifolate toxicity towards small intestine-derived monolayers (Fig. 3a, b) is due to differences in antifolate uptake. It has been shown that the intestinal epithelium uptakes MTX and PEM via folate transporters, and that the small intestine exhibits increased folate absorption compared to the large intestine^28,29^. First, we performed an MTX uptake assay in intestinal monolayers and confirmed the small intestine indeed uptakes more tritiated MTX (H^3^-MTX) than the large intestine; MTX uptake plateaued in the large intestine by 15 min but increased roughly linearly for an hour in the small intestine (Fig. 3c). Second, treatment of intestinal monolayers with a potent folate transporter inhibitor, sulfasalazine (SSZ), significantly decreased H^3^-MTX uptake in the small intestine (Supplementary Fig. 5a)^33^. As expected, folate transporters had significantly greater expression in the small intestine compared to the large intestine (reduced folate carrier (RFC) in intestinal monolayers; proton-coupled folate transporter (PCFT) in murine tissue; Supplementary Fig. 5b). Third, we found that the cell-soluble antifolate trimetrexate, which can enter cells without the use of folate transporters^34^, reduced the number of proliferative cells in both small and large intestine-derived monolayers (Supplementary Fig. 5c). Taken together, these data show that small intestine-derived monolayers uptake more MTX, that MTX uptake is folate transporter dependent, and that bypassing transporters eliminates differential toxicity.

**Fig. 3:**
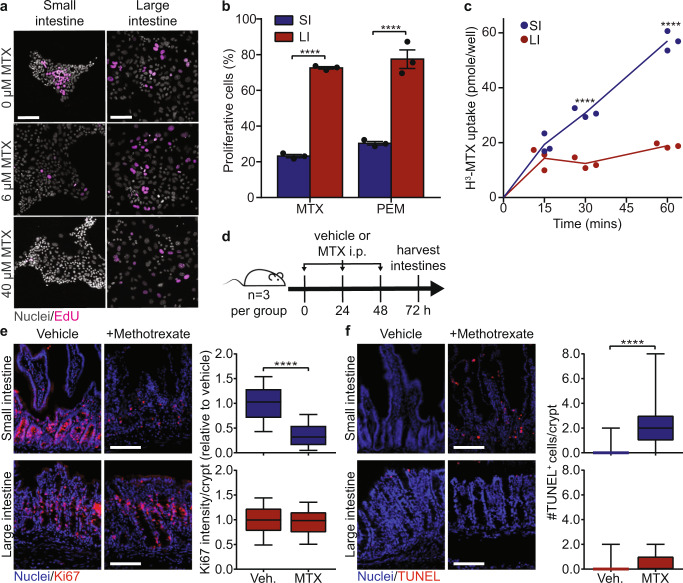
Differential antifolate toxicity is due to increased drug uptake in the small intestine. **a** Representative images of small and large intestine-derived monolayers treated with the indicated methotrexate (MTX) concentration. Nuclei were stained with Hoechst and proliferative cells were stained with EdU. Scale bars, 100 µm. **b** Quantification of the percent change in proliferative cells relative to untreated cells in small and large intestine-derived monolayers treated with 8 µM MTX and 5 µM pemetrexed (PEM) for 48 h. *n* = 3 wells. Statistical significance was calculated by a two-way ANOVA followed by Sidak’s multiple comparison test. **c** Small and large intestine-derived monolayers were incubated with 125 nM tritiated methotrexate (H^3^-MTX) for 15, 30 or 60 min, then the amount of H^3^-MTX per well was measured. *n* = 3 wells. Statistical significance was calculated by an unpaired t-test with Welch’s correction. **d** Schema for MTX in vivo treatment. **e** Changes in proliferation in small and large intestines from mice treated with MTX or vehicle. Representative images of small and large intestines stained for Ki67 and Hoechst. Scale bars, 100 µm. Quantification of the average Ki67 intensity per crypt. Boxplot showing median value, whiskers showing lower 10^th^ and upper 90^th^ percentiles. *n* = 180 crypts from 3 mice (small intestine, blue bars) or *n* = 110 crypts from 3 mice (large intestine, red bars). Statistical significance was calculated by an unpaired *t*-test with Welch’s correction. **f** Changes in apoptosis in small and large intestines from mice treated with MTX or vehicle. Representative images of small and large intestines stained for TUNEL and propidium iodide. Scale bars, 100 µm. Quantification of TUNEL^+^ cells per small (blue bars) and large (red bars) intestinal crypts. Boxplot showing median value, whiskers showing lower 1^st^ and upper 99^th^ percentiles. *n* = 60 crypts from 3 mice. Statistical significance was calculated by an unpaired *t*-test with Welch’s correction. Error bars mean ± SEM. SI: small intestine; LI: large intestine. **** indicates *p*-values < 0.0001.

We next tested whether MTX selectively targets the small intestine in vivo. Mice were treated with MTX or vehicle (Fig. 3d). After 72 h of treatment, small and large intestines were harvested for histological analysis of proliferation (Ki67) and apoptosis (terminal deoxynucleotidyl transferase (TdT) dUTP nick-end labeling (TUNEL)). RNA was also extracted from small and large intestines, and Ki67 RNA expression was measured by qRT-PCR. MTX treatment significantly decreased Ki67 RNA (Supplementary Fig. 5d) and protein expression (Fig. 3e, Supplementary Fig. 5e) in small intestine crypts, but not in large intestine crypts. MTX treatment also increased the number of apoptotic cells in small intestine crypts, while having no effect on the large intestine (Fig. 3f, Supplementary Fig. 5f). These data confirm that MTX selectively targets the small intestine in vivo.

### Cyclophosphamide-induced small intestinal toxicity is due to increased drug metabolism

The alkylating agent CP is a pro-drug that requires metabolic activation to 4-hydroxycyclophosphamide (4-OHCP), which then spontaneously breaks down to the active drug phosphoramide mustard (Fig. 4a)^30^. Cytochrome P450s (CYP450) are the main class of enzymes that hydroxylate CP to 4-OHCP (Fig. 4a)^30,35^, and the small intestine expresses multiple CYP450 genes, specifically CYP3A genes^31^. First, we treated intestinal monolayers with 4-hydroperoxycyclophosphamide (4-HC), a stabilized analog of 4-OHCP^36^, to determine if hydroxylated CP causes toxicity to both the small and large intestine. Both CP and 4-HC showed toxicity in the small intestine, while only 4-HC showed toxicity in the large intestine (Fig. 4b, Supplementary Fig. 6a), confirming hydroxylated CP is toxic to both the small and large intestine. Second, we measured greater expression and activity of CYP3A in small intestine compared to large intestine-derived monolayers (Fig. 4c, Supplementary Fig. 6b; increased CYP3A expression is also observed in murine small intestine tissue)^31,37^. In fact, treatment of intestinal monolayers with dexamethasone, a CYP3A transcriptional activator^38^, increased CYP3A activity ~30 fold in the small intestine but showed no induction in the large intestine (Supplementary Fig. 6c). Finally, we detected 4-OHCP by LC-MS/MS only in media collected from small intestine-derived monolayers incubated with CP (Fig. 4d, Supplementary Fig. 6d). These data show that hydroxylated CP (4-HC) causes toxicity to both small and large intestinal monolayers, that small intestinal monolayers have greater CYP3A activity, and that the hydroxylated metabolite (4-OHCP) is only generated in small intestinal monolayers, which indicate that CP-induced small intestinal toxicity is due to metabolism of CP to its active state.

**Fig. 4:**
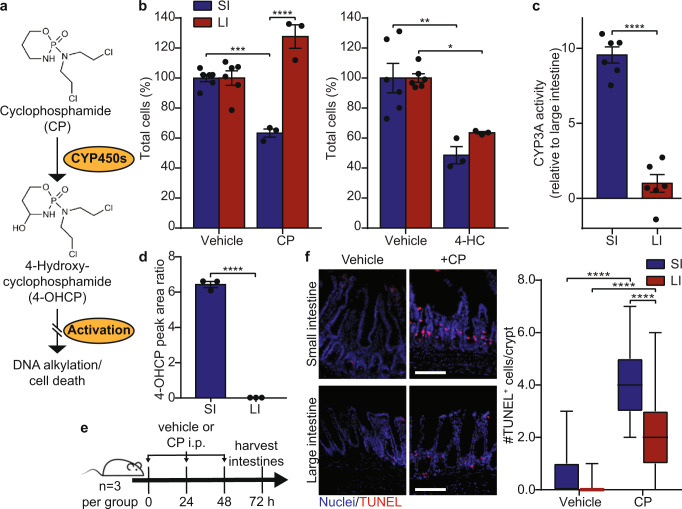
Cyclophosphamide-induced small intestinal toxicity is due to increased drug metabolism. **a** Schematic of cyclophosphamide (CP) activation. **b** Quantification of the percent change in total cells relative to untreated cells in small and large intestine-derived monolayers treated with 100 µM CP and 100 µM 4-hydroperoxycyclophosphamide (4-HC) for 48 h. *n* = 6 wells (control) or *n* = 3 wells (drug treatment). Statistical significance was calculated by a two-way ANOVA followed by Sidak’s multiple comparison test. **c** Measured CYP3A activity in small and large intestine-derived monolayers. *n* = 6 wells. Statistical significance was calculated by an unpaired t-test with Welch’s correction. **d** Detection of 4-hydroxycyclophosphamide (4-OHCP) in the media of small and large intestine-derived monolayers incubated with 100 µM CP for 24 h by LC–MS/MS. Peak area ratio: sample 4-OHCP peak area/4-OHCP internal standard peak area. *n* = 3 wells. Statistical significance was calculated by an unpaired *t*-test with Welch’s correction. **e** Schema for CP in vivo treatment. **f** Changes in apoptosis in small and large intestines from mice treated with CP or vehicle. Representative images of small and large intestines stained for TUNEL and propidium iodide. Scale bars, 100 µm. Quantification of TUNEL^+^ cells per crypt. Boxplot showing median value, whiskers showing lower 1^st^ and upper 99^th^ percentiles. *n* = 60 crypts from 3 mice. Statistical significance was calculated by a two-way ANOVA followed by Sidak’s multiple comparison test. Error bars mean ± SEM. SI: small intestine; LI: large intestine. * indicates *p*-values < 0.05; ** indicates *p*-values < 0.01; *** indicates *p*-values < 0.001; **** indicates *p*-values < 0.0001.

Last, we tested whether CP selectively targets the small intestine in vivo. Mice were treated with CP or vehicle (Fig. 4e). After 72 h of treatment, intestinal tissue and RNA were collected to measure changes to proliferation and apoptosis. CP treatment did not affect proliferation in either the small or large intestine, as shown by a lack of change in Ki67 RNA (Supplementary Fig. 6e). This could be because the small intestine recovered in the 24 h between the last dose of CP and time of tissue harvest. CP treatment did, however, increase the number of apoptotic cells in both small and large intestine crypts, importantly having a more detrimental effect to the small intestine (Fig. 4f, Supplementary Fig. 6f). The detection of low levels of apoptosis in the large intestine in vivo is likely due to the presence of CP metabolites generated in other organs (e.g., the small intestine and liver). These data confirm CP preferentially targets the small intestine in vivo.

### Differential EGFR inhibitor toxicity is due to decreased ERK phosphorylation in the large intestine

We investigated how EGFR inhibitors selectively target large intestine-derived monolayers (Fig. 5a, b). The epidermal growth factor (EGF) signaling pathway plays a critical role in cell proliferation, as well as maintaining the intestinal stem cell population^39,40^. EGFR signals primarily through the RAS-RAF-MEK-ERK pathway and the PI3K-AKT-mTOR pathway^41^. To determine which of these two pathways are responsible for EGFR inhibitor-induced toxicity, we treated both small and large intestine-derived monolayers with a dose-response of a MEK inhibitor (PD0325901) and an AKT inhibitor (MK2206). MEK inhibition induced toxicity to both the small and large intestine in a dose-dependent manner (Fig. 5c), while AKT inhibition had no effect on either the small or large intestine (Supplementary Fig. 7a). Thus, MEK-ERK signaling is required for survival. To evaluate if ERK is differentially regulated, we measured the ratio of phospho-ERK to total-ERK in both small and large intestine-derived monolayers treated with a dose-response of the EGFR inhibitor erlotinib. These measurements revealed that erlotinib preferentially impairs ERK phosphorylation in the large intestine compared to the small intestine (Fig. 5d).

**Fig. 5:**
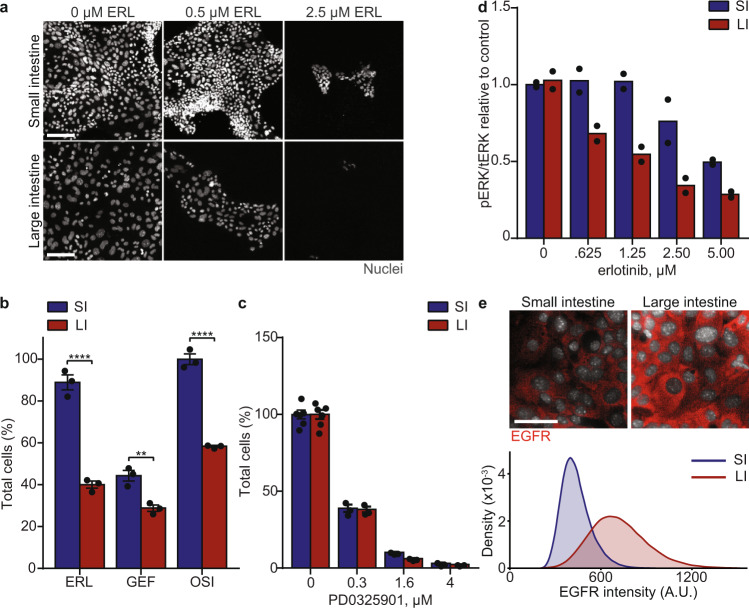
Differential EGFR inhibitor toxicity is due to decreased ERK phosphorylation in the large intestine. **a** Representative images of small and large intestine-derived monolayers treated with indicated erlotinib (ERL) concentration. Nuclei are stained with Hoechst. Scale bars, 100 µm. **b** Quantification of the percent change in total cells relative to untreated cells in small and large intestine-derived monolayers treated with 0.5 µM ERL, 0.8 µM gefitinib (GEF), and 0.4 µM osimertinib (OSI) for 48 h. *n* = 3 wells. Statistical significance was calculated by a two-way ANOVA followed by Sidak’s multiple comparison test. **c** Quantification of the percent change in total cells relative to untreated cells in small and large intestine-derived monolayers treated with the indicated concentration of PD0325901 for 48 h. *n* = 6 wells (vehicle) or *n* = 3 wells (PD0325901). All drug concentrations were statistically significant compared to control (*p*-value < 0.0001) as calculated by a two-way ANOVA followed by Sidak’s multiple comparison test. **d** Quantification of phospho-ERK (pERK) relative to total-ERK (tERK) in small and large intestine-derived monolayers treated with the indicated concentration of erlotinib for 6 h measured by ELISA. *n* = 2 technical replicates. **e** Representative images of EGFR expression in small and large intestine-derived monolayers grown in control media for 24 h. Scale bars, 40 µm. Density plot of EGFR intensity per cell. A.U.: arbitrary units. *n* = >50,000 cells pooled from 5 wells. Error bars mean ± SEM. SI: small intestine; LI: large intestine. ** indicates *p*-values < 0.01; **** indicates *p*-values < 0.0001.

What mechanisms might underly differential regulation of ERK phosphorylation between the small and large intestine? First, we examined expression of EGFR. Quantification of intestinal monolayers revealed both higher EGFR protein (Fig. 5e) and RNA expression (also in murine intestinal tissue, Supplementary Fig. 7b) in the large intestine compared to small intestine. Second, we measured higher expression of leucine-rich repeats and Ig-like domains-1 (Lrig1), a ligand that acts as an inhibitor of EGFR^42^, in small intestine compared to large intestine-derived monolayers (Supplementary Fig. 7c). Third, we performed an unbiased profiling of phospho-receptor tyrosine kinase activity in small and large intestine-derived monolayers. Interestingly, we identified that the small intestine has increased expression of phospho-human epidermal growth factor receptor 2 (Her2) relative to phospho-EGFR, while these receptors are phosphorylated to similar extents in the large intestine (Supplementary Fig. 7d). This is consistent with prior work, which has shown that Her2 signaling is primarily responsible for maintaining ERK activity in 3-dimensional small intestine organoids^43^. Together, our data reveal that the large intestine is more reliant on EGFR-induced ERK phosphorylation and point to multiple components upstream of ERK that individually or together can lead to its differential regulation in small and large intestine-derived monolayers.

## Discussion

In this study, murine-derived intestinal monolayers provided a scalable system to survey drug-induced GI toxicity and a biologically relevant starting point to investigate mechanisms of toxicity. We identified oncology drugs that cause differential toxicity to the murine small or large intestine and pinpointed biological mechanisms underlying these toxicity differences. Specifically, increased uptake of antifolates in the small intestine led to increased antifolate toxicity, increased metabolism in the small intestine led to increased CP toxicity, and decreased ERK phosphorylation in the large intestine led to increased EGFR inhibitor toxicity. Reassuringly, differential toxicity in intestinal monolayers was predictive of in vivo murine toxicity, as demonstrated by MTX and CP dosing causing increased damage to the murine small intestine.

A natural question is to what degree do murine intestinal models reflect toxicity in human intestines. With respect to EGFR inhibitor-induced differential toxicity, a recent study of non-small cell lung cancer patients treated with erlotinib showed that only the large intestine exhibited signs of erlotinib-induced toxicity^32^. With respect to the mechanisms by which antifolates and CP cause differential toxicity, it is well established that folate absorption and drug metabolism are greater in the human small intestine compared to the large intestine^28–31^. Thus, differential toxicity observed in murine intestinal monolayers may help predict toxicity in human intestines.

There are several limitations of our current investigation. First, our readouts focused on changes to total and proliferative cell numbers but did not examine other possible markers of tissue toxicity, such as inflammation, cell hyperplasia and barrier integrity^44–46^. Second, we focused on acute rather than chronic toxicity, which can be important for medications prescribed over many years, such as NSAIDs^47^. Third, our toxicity screening platform was based only on 2D murine-derived intestinal monolayers. Our study motivates future work to expand cellular readouts of toxicity, as well as to systematically compare 2D vs 3D, and murine- vs human-derived organoid models.

High attrition rates due to drug safety continues to be a key challenge in early drug development^1,2^. Knowing whether a novel therapeutic will induce GI toxicity is essential information for determining if a drug should continue in the development process. Cellular models have been invaluable for assessing pharmacological properties of drug candidates, including permeability and stability. Here, we provide proof-of-concept for using intestinal monolayers derived from fresh murine crypts to study and accurately predict murine GI toxicity of drugs. Moreover, including models of both the small and large intestine revealed biological insights into differences across the gut, enabling better mechanistic understanding of drug-induced GI toxicity.

## Methods

### Mice

All animal care and experimentation were conducted under protocol AN-179937 agreed upon by the Administrative Panel on Laboratory Animal Care at the University of California, San Francisco. All our animal studies are performed in full accordance with UCSF Institutional Animal Care and Use Committee (IACUC). 5- to 6-week-old C57BL/6 mice (C57BL/6NHsd) were purchased from Harlan and housed with ad libitum food and water on a 12 h light cycle at the UCSF Preclinical Therapeutics Core vivarium.

### Intestinal monolayer media

Organoid basal media (OBM) consists of Advanced DMEM/F12 with non-essential amino acids and sodium pyruvate (Fisher Scientific #12634-028) containing 1x N-2 (Fisher Scientific #17502-048), 1x B-27 (Invitrogen #17504-044), 10 mM HEPES (Invitrogen #15630080), 1x GlutaMAX (Invitrogen #35050-061), 1 μM N-acetylcysteine (Sigma Aldrich #A9165), 100 ug/mL Normocin (Invivogen #ant-nr-1), 100 U/mL penicillin and 100 μg/mL streptomycin (Corning #30-002). For initial seeding, intestinal monolayers were maintained in OBM supplemented with 3 μM CHIR-99021 (Sigma Aldrich #SML1046), 50 ng/mL murine EGF (Invitrogen #PMG8043), 1 μM LDN-193189 (Sigma Aldrich #SML0559), 500 ng/mL murine R-spondin-1 (Peprotech #315-32), 100 ng/mL Wnt3a (R&D Systems #5036-WN-500), and 10 μM Y-27632 (Selleck Chemicals #S1049). 4 h after initial seeding, media was changed into WENR media (OBM supplemented with 100 ng/mL Wnt3a, 50 ng/mL murine EGF, 100 ng/mL murine Noggin, and 500 ng/mL murine R-spondin-1). All drugs were applied in the background of WENR media.

### Intestinal monolayer cultures

Small intestine-derived monolayers were cultured from adapted protcols^20–22^. Specifically, jejunum was isolated from male or female mice between 6–10 weeks of age. Epithelium was released from jejunal tissue by incubation in ice-cold PBS with 3 mM EDTA (Ambion #9260) in phosphate buffered saline (PBS, Gibco #10010049). Released epithelial tissue was washed 3x with OBM, after which crypts were separated from villus material using 100 and 70 μm cell strainers (BD Falcon) in succession. Crypts were resuspended in seeding media and plated on Matrigel (Thermo Fisher #CB-40234C)-coated 96-well optical bottom plates (Perkin Elmer #6055302; Greiner #655090).

Large intestine-derived monolayers were cultured by harvesting the large intestine from the same mice described above. The large intestine was first cut open longitudinally, then into 1–2 mm pieces. Large intestine pieces were placed in a falcon tube containing 4 mL of OBM supplemented with 10 μM Y-27632. Then 1.25 mg/mL Collagenase D (Sigma #11088866001), 1.25 U/mL Dispase (STEMCELL Technologies #07913), and 62.5 mU/mL DNAse (STEMCELL Technologies #07900) were added and the falcon tube was placed in a 37 °C incubator for 15 min. After incubation, 5 mM EDTA was added, and the falcon tube was placed in a 37 °C incubator for a second 15 min incubation. Large intestine crypts were separated from epithelial debris using a 100 μm filter. Crypts were washed 1x with OBM, then resuspend in seeding media and plated on Matrigel-coated 96-well optical bottom plates.

For both the small intestine and large intestine, 300 crypts were seeded per well. 4 h after seeding, cells were washed with OBM and incubated in WENR media for 24 h. After WENR media incubation, cells were washed with OBM and incubated with WENR media containing drugs of interest for indicated time.

### Methotrexate and cyclophosphamide administration to mice and tissue harvest

To test for increased toxicity to the small intestine in vivo, MTX (Cayman Chemicals #13960) or CP (Sigma–Aldrich #C3250000) at 100 mg/kg in PBS were administered to mice by intraperitoneal injection at 0, 24, and 48 h. At 72 h, the small and large intestines were harvested for sectioning and intestinal crypts were isolated as described in ‘Intestinal monolayer cultures’. Crypts were lysed in Buffer RLT (RNEasy Kit, Qiagen #74134) for RNA purification.

### Methotrexate uptake assay

To measure uptake of tritiated MTX (H^3^-MTX; American Radiolabeled Chemicals #ART0168), small and large intestine-derived monolayers were cultured in Matrigel-coated 48-well tissue culture plates (Corning #353296) for 48 h. After 48 h, intestinal monolayers were washed with warm OBM and imaged on the IncuCyte S3 automated imaging system (Essen Biosciences) to calculate the confluence of each well. Intestinal monolayers were then incubated with 250 μL WENR media containing 125 nM H^3^-MTX for the indicated times at 37 °C. For inhibition studies, intestinal monolayers were incubated with 250 μL of 125 nM H^3^-MTX in the presence of 500 µM sulfasalazine (SSZ, Cayman Chemicals #15025).

After incubations, intestinal monolayers were washed 3x with 500 μL ice-cold PBS. Intestinal monolayers were then incubated in 300 μL RIPA buffer (Sigma–Aldrich #R0278) for up to 90 min. Then 250 μL of cell lysate was used to measure the amount of H^3^-MTX. 2.5 mL of Ecolite Liquid Scintillation Cocktail (MP Biomedicals #0188247501) was added, and the radioactivity was measured by liquid scintillation counting on a Beckman LS6500 liquid scintillation counter (Beckman Coulter). The average radioactivity from Matrigel-coated only wells was subtracted from all intestinal monolayer wells. Further, radioactivity measurements were normalized to the average confluence of all small intestine or large intestine-derived monolayer wells. Picomoles of H^3^-MTX in each well was calculated by normalizing to a measurement containing 2 μL of 125 nM H^3^-MTX.

### Measuring phospho-ERK and total-ERK

To measure relative levels of phospho-ERK (pERK) compared to total-ERK (tERK), we used an enzyme-linked immunosorbent assay ((ELISA), Abcam #176660). Small and large intestine-derived monolayers were cultured in Matrigel-coated 48-well tissue culture plates for 48 h. After 48 h, intestinal monolayers were washed with warm OBM and incubated with indicated concentration of erlotinib for 6 h. After drug incubation, intestinal monolayers were washed 2× with 250 μL ice-cold PBS and lysed for 30 min. Cell lysates were used to quantify the levels of pERK and tERK according to the manufacturer’s protocol. Measured pERK and tERK levels were first normalized by subtracting background intensity, then each sample’s pERK intensity was normalized to its tERK intensity. Each sample was measured in duplicate.

### Murine phospho-RTK array

The phospho-RTK array was performed according to the manufacturer’s protocol (R&D Systems #ARY014) with cell lysates collected from small and large intestine-derived monolayers cultured for 48 h. Two different biological assays were performed, images are representative of both experiments and quantifications include both experiments.

### CYP3A activity assay

To measure CYP3A activity, the P450-Glo CYP3A4 assay with luciferin-IPA (Promega #V9001) was used^48^. We note CYP3A11 is the murine homolog of CYP3A4^37^. Intestinal monolayers were cultured in 96-well imaging plates with WENR media. For induction assay, WENR media containing dexamethasone was added 4 h after seeding. After 48 h, cells were washed with OBM and WENR media containing 3 μM luciferin-IPA was added. Cells were incubated at 37 °C for one hour. After incubation, cleaved luciferin-IPA was detected by aliquoting supernatant and luciferin detection reagent at a 1:1 ratio to an opaque white 96-well plate (Corning #353296). The plate was incubated at room temperature for 20 min, then luminescence was measured on a Biotek H4 plate reader with an integration time of 1 s/well. CYP3A activity was calculated by first subtracting background luminescence measured from wells containing no cells. Then each well was normalized to its cell viability (see ‘Cell viability assay’).

### Cell viability assay

To measure cell viability, the CellTiter-Glo 3D cell viability assay (Promega #G9681) was used. Intestinal monolayers were cultured and at the indicated time-point an equal amount of CellTiter Glo was added to cells. Plates were put on a shaker for 5 min, then incubated at room temperature for 25 min. After incubation, 100 μL supernatant was transferred to a white opaque 96-well plate, then luminescence was measured on a Biotek H4 plate reader with an integration time of 1 s/well.

### Liquid chromatography tandem mass spectrometry assay

CP and 4-OHCP detection were performed by culturing small and large intestine-derived monolayers in 48-well tissue culture plates for 24 h. After 24 h, intestinal monolayers were washed with OBM and WENR media containing 100 μM CP was added for 24 h. After drug incubation, 100 μL supernatant was collected and 10 μL of 2 M semicarbazide (SCZ) in 50 mM phosphate buffer (pH7.4) was added to convert 4-OHCP to a more stable semicarbazone derivative. Samples were centrifuged at 16,000 *g* for 20 min at 4 °C before using a liquid chromatography tandem mass spectrometry (LC-MS/MS; Shimadzu 20AD XR UFLC pumps and Sciex API5000 tandem mass spectrometer) to detect CP and 4-OHCP.

In brief, 10 μL of samples and internal standards (200 ng/mL CP-d4 and 200 ng/mL 4-OHCP-d4 semicarbazone) were loaded into an oasis HLB 96-well µ-elution solid phase extraction plate. Samples were washed 2x with 50 µL water, eluted 2x with 15 µL acetonitrile, and mixed with 70 µL water. 2 μL of processed samples were injected into a poroshell 120 pentafluorophenyl (PFP) column (50 × 2.1 mm, 2.7 µm, Agilent Tech.), eluted with 10 mM ammonium formate at pH 4 (A) and 0.1% formic acid in acetonitrile (B) in gradient mode [B% (t, min): 4-4-47-90-90-4-4 (0-1-3-3.01-3.50-3.51-4.5)], flow rate was 0.6 mL/min). Electrospray ionization in positive mode and multiple reaction monitoring were used. The ion pairs *m/z* 261→233 for CP, *m/z* 267→237 for CP-d4, *m/z* 334→221 for 4-OHCP-SCZ and *m/z* 340→114 for the internal standard 4-OHCP-d4-SCZ were selected for quantification. MS parameters: CAD, 11; CUR, 20; GS1, 50; GS2, 45; IS, 2000v; TEM: 600 °C; Resolution, high for Q1 and Q3. The retention times were typically 2.80 min for CP and its internal standard and 2.45 min for 4-OHCP and its internal standard. Total run time was 4.5 min per sample. Due to instability of 4-OHCP, the stock solution for calibration curve was generated from 4-hydroperoxycyclophosphamide assuming 100% conversion, followed by in situ derivatization with 2 M SCZ in 50 mM phosphate buffer (pH7.4). Calibration range was 0.19–47.9 µM for CP and 0.070–17.5 µM for 4-OHCP.

### Immunofluorescence assay

Intestinal monolayers were washed 1x with warm D-PBS and then fixed with 4% paraformaldehyde in PBS for 15 min at room temperature. Cells were then washed with PBS and permeabilized with 0.5% Triton-X-100 in PBS at room temperature for 10 min. Cells were washed, blocked with 3% BSA in PBS for 30 min, and then incubated in primary antibody in antibody buffer (PBS with 0.3% Triton-X-100, 1% BSA) overnight at 4 °C. The next day, cells were washed and incubated with secondary antibodies and Hoechst 33342 (5 μg/mL; Invitrogen #H3570) in antibody buffer for 2 h at room temperature.

For histology, intestines were harvested from mice, cut open longitudinally, and incubated in 4% paraformaldehyde in PBS for 2 h at 4 °C. Tissues were then embedded in OCT, frozen, and sectioned at 10 μm. For Ki67 staining, sections were blocked in blocking buffer (0.1 M Tris-HCl, 0.15 M NaCl, 5 µg/mL blocking reagent (Perkin Elmer #FP1020), pH 7.5) containing 5% goat serum (Jackson Labs #005-000-121) for 1 h at room temperature. Sections were than incubated in primary antibody in blocking buffer for 1 h at room temperature. Sections were washed, then incubated with secondary antibody and Hoechst 33342 in blocking buffer for 40 min at room temperature. For TUNEL assays the FITC-TUNEL Assay Kit (Abcam #66108) was used according to the manufacturer’s instructions. Sections were then mounted in Vectashield (Vector Laboratories #H-100) and visualized on the 10x objective of a Nikon Ti Eclipse microscope.

### Antibodies

All antibodies were purchased from suppliers and used as designated without further purification. Antibodies were used as follows:

**Table:** 

Epitope	Vendor and Catalog #	Dilution
Lyz	Dako #A0099	1:2000
ZO-1	Invitrogen #33-9100	1:1000
E-Cadherin	Cell Signaling #3195 S	1:400
SATB2	Santa Cruz Biotechnology #81376	1:50
Villin	BD Biosciences #610358	1:100
Muc2	Santa Cruz Biotechnology #15334	1:100
ChgA	Santa Cruz Biotechnology #393941	1:100
αSMA	Abcam #32575	1:500
Ki67	Cell Signaling #9129 S	1:500
EGFR	Abcam #52894	1:500
Lrig1	R&D Systems #AF3688-SP	1:20

### EdU pulse and visualization

To visualize proliferating cells (specifically, those in S phase), intestinal monolayers were incubated with 10 μM EdU (Thermo Fisher #A10044) in media for 2 h prior to fixation. After immunofluorescence staining, EdU+ cells were visualized using Click chemistry^49^. Cells were incubated with a reaction mixture containing 1 mM CuSO4 (VWR International #470300-880), 5 μM sulfo-Cyanine5 azide (Lumiprobe #B3330) or 5 μM BDP-FL azide (Lumiprobe #11430), and 100 mM sodium ascorbate (Sigma Aldrich #A4034) in PBS for 30 min at room temperature.

### Automated confocal microscopy

Intestinal monolayers were imaged on the 20x water objective of an Operetta CLS High-Content Analysis System on confocal mode with a binning of 2. The area of each well was covered by 61 individual scans. In each field of view, 4 z-planes were collected. Analyzed and representative images were all from maximum projections.

### Immunofluorescence image segmentation and quantification

#### General information

Image segmentation was performed using the PerkinElmer Harmony 4.9 software. Starting with maximum intensity projections of stain images, we segmented and then quantified the number of nuclei, proportion of specific cell types, or stain intensity. The segmentation process for each object type typically consisted of three steps: a preprocessing step, a segmentation step to generate boundaries of objects, and a selection step to select correctly segmented objects.

#### Segmenting nuclei

Hoechst stain images were first smoothed through convolution with a gaussian filter (Width: 3 px). Nuclei were then found using a modified “Find Nuclei” algorithm with Method M (Diameter: 22 μm, Splitting Sensitivity: 0.40, Common Threshold: 0.10). To remove incorrectly segmented nuclei, morphological and intensity properties of each segmented nuclei were calculated. The “Calculate Intensity Properties” algorithm with Method Standard was used to calculate the mean intensity of each segmented nuclei. The “Calculate Morphology Properties” algorithm with Method Standard was used to calculate the roundness of each segmented nuclei. Selected nuclei were found with the “Select Population” algorithm with Method Filter by Property, such that selected nuclei have an intensity > 500 and a roundness > 0.75.

#### Segmenting proliferative cells

EdU stain images were segmented the same as nuclei. The only difference is selected EdU+ nuclei were found using an intensity > 225.

#### Segmenting enteroendocrine cells

Chromogranin A (ChgA) stain images were filtered with the same filter described for nuclei segmentation. Then enteroendocrine cells were found using the “Find Cells” algorithm with Method C (Common Threshold: 0.80, Area: >100 μm^2^, Splitting Coefficient: 200, Individual Threshold: 0.80, Contrast: >0.20). The “Calculate Intensity Properties” algorithm with Method Standard was used to calculate the mean intensity of each segmented enteroendocrine cell. The “Calculate Morphology Properties” algorithm with Method Standard was used to calculate the area and roundness of each segmented enteroendocrine cell. Selected enteroendocrine cells were found with the “Select Population” algorithm with Method Filter by Property, such that each selected enteroendocrine cell has an intensity > 1200, area < 400, and roundness > 0.65.

#### Segmenting goblet cells

Mucin 2 (Muc2) stain images were filtered with the same filter described for nuclei segmentation. Then goblet cells were found using the “Find Cells” algorithm with Method M (Common Threshold: 0.50, Diameter: 25 μm, Splitting Sensitivity: 0.05). The “Calculate Intensity Properties” algorithm with Method Standard was used to calculate the mean intensity of each segmented goblet cell. The “Calculate Morphology Properties” algorithm with Method Standard was used to calculate the area of each segmented goblet cell. Selected goblet cells were found with the “Select Population” algorithm with Method Filter by Property, such that each selected goblet cell has an intensity > 500 and area > 150.

#### Segmenting Paneth cells

Lysozyme (Lyz) stain images were filtered with the same filter described for nuclei segmentation. Then Paneth cells were found and selected using the “Find Cells” algorithm with Method C (Common Threshold: 0.90, Area > 100 μm^2^, Splitting Coefficient: 22.0, Individual Threshold: 0.70, Contrast > 0.10). No selection step was used.

#### Segmenting enterocytes

Villin (Vil) stained regions of images were found using the “Find Image Region” algorithm with Method Common Threshold (Threshold: 0.50, Split into Objects: selected, Area > 20 μm^2^). Nuclei within the Vil+ region were found as described for nuclei segmentation. The “Calculate Intensity Properties” algorithm with Method Standard was used to calculate the mean intensity of the Vil channel in each segmented nucleus. The “Calculate Morphology Properties” algorithm with Method Standard was used to calculate the roundness of each segmented nuclei. Selected nuclei within Vil+ regions were found with the “Select Population” algorithm with Method Filter by Property, such that selected nuclei have a Vil intensity > 500 and roundness > 0.75.

#### Segmenting SATB2+ nuclei

Special AT-rich sequence-binding protein 2 (SATB2) stain images were filtered with the same filter described for nuclei segmentation. SATB2 + nuclei were then found using a modified “Find Nuclei” algorithm with Method M (Diameter: 26 μm, Splitting Sensitivity: 0.30, Common Threshold: 0.20). The “Calculate Intensity Properties” algorithm with Method Standard was used to calculate the mean intensity of the SATB2 and Hoechst channel in each segmented nucleus. The “Calculate Morphology Properties” algorithm with Method Standard was used to calculate the roundness and area of each segmented nucleus. Selected SATB2 + nuclei were found with the “Select Population” algorithm with Method Filter by Property, such that selected SATB2 + nuclei have DAPI intensity >500, 500< SATB2 intensity < 1600, roundness > 0.85, and 70 µm^2^ < area ≤ 300 µm^2^.

#### Quantifying Lrig1 tissue intensity

Leucine-rich repeats and Ig-like domains-1 (Lrig1) stain images were quantified by first identifying tissue regions in each image. Tissue regions were found by the “Find Image Region” algorithm using the Lrig1 channel with Method Common Threshold (Threshold: 0.50, area > 1000px^2^, and Fill Holes selected). The “Calculate Intensity Properties” algorithm with Method Standard was used to calculate the mean intensity of Lrig1 in selected tissue regions. Next, background (non-tissue) regions were found by the “Find Image Region” algorithm using the Lrig1 channel with Method Absolute Threshold (Lowest Intensity ≥ 0, Highest Intensity ≤ 400, area > 0px^2^, and Fill Holes selected). The “Calculate Intensity Properties” algorithm with Method Standard was used to calculate the mean intensity of Lrig1 in background regions. The Lrig1 tissue and background intensity were averaged across 25 fields/well and then Lrig1 background intensity was subtracted from Lrig1 tissue intensity. The measurements of 5 wells are depicted.

#### Quantifying EGFR cellular intensity

To quantify the intensity of EGFR per cell, both EGFR and Hoechst stain images were used. First, all nuclei were found as described in “*segmenting nuclei*.” Then for each nuclei a cell region was calculated using the “Find Surrounding Region” algorithm with Method C (Common Threshold: 0.10, Individual Threshold: 0.70). The “Calculate Intensity Properties” algorithm with Method Standard was used to calculate the mean intensity of EGFR in each selected cell region. Density plots for the intensity of EGFR per cell are depicted and include ≥50,000 cells from 5 wells.

### qRT-PCR

RNA was harvested from both intestinal monolayers and murine crypts using an RNEasy Plus Mini Kit (Qiagen #74136). Reverse transcription was performed using iScript Reverse Transcription kit (Bio-Rad #1708841). Quantitative PCR was performed using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad #1725272) on a BioRad CFXConnect. Test gene values were normalized to *β-actin* values. RNA levels were determined using the following primers:

**Table:** 

Target mRNA	Forward Primer (5′ to 3′)	Reverse Primer (5′ to 3′)
*RFC*	GGGTGTTGTAGTCTGCGTGT	CACTCCACCTTGCACTACCC
*PCFT*	ATCTACCCGGCCACTCTGAA	AGGAAACTGCTGGAACTCCG
*Ki67*	GTCAGCAAGAGGCAGCAAGGGG	CTGGGTCTTTGCCACTGGCTGG
*EGFR*	TCTTCAAGGATGTGAAGTGTG	TGTACGCTTTCGAACAATGT
*Cyp3a11*	TCACACACACAGTTGTAGGGAGAA	GTCCATCCCTGCTTGTTTGTC
*Cyp3a13*	ACCGGCGGCGCTTTG	ATTCTCAGAGATAGAGATGGCCTTTT
*Cyp3a41*	GGTTGTACCACGGGATGTAGTTATAA	TCTGATGTTCTTAGACACTGCC TTTC
β*-actin*	CGCCACCAGTTCGCCATGGA	TACAGCCCGGGGAGCATCGT

### RNA sequencing analysis

RNA was harvested from either intestinal monolayers cultured for 24 h or from freshly isolated murine crypts using an RNEasy Plus Mini Kit. Library preparation and sequencing were outsourced to Genewiz, Inc. (South Plainfield, NJ). RNA sequencing was performed on the Illumina HiSeq. Paired-end sequencing reads were aligned to the reference genome GRCm38 and annotated to vM25.primary_assembly obtained from gencode (htttps://www.gencodegenes.org/mouse) using STAR v.2.7.9a and featureCounts v.2.0.2^50,51^. The obtained gene count data was normalized by using DESeq2 v.3.13^52^, followed by log1p transform. Hierarchical clustering of 110 intestine marker genes was conducted by calculating the Euclidian distance with the “clustermap” function of the package seaborn v.0.11.1 in Python^7,53^. Next, the average normalized gene counts across three replicates were calculated for each sample for the 110 intestine marker genes. The pairwise Pearson’s correlation across samples was calculated using the “corrcoef” function of the package NumPy v.1.21 in Python.

### Toxicity screen data processing

#### Calculation of change in total cell number

The number of nuclei after drug treatment (average of 3 wells) was divided by the number of nuclei in control treatment (average of 6 wells) from the same plate. A drug was counted as having a “toxic” effect on total cell number only if the mean of its high concentration replicates decreased cell number by more than 2 standard deviations (2σ = .28) of the average number of nuclei in control wells across the 8 screened plates.

#### Calculation of change in proliferative cell number

The number of EdU+ cells after each drug treatment (average of 3 wells) was divided by the number of EdU+ cells in the control treatment (average of 6 wells) from the same plate. A drug was counted as having a “toxic” effect on proliferative cell number only if the mean of its high concentration replicates decreased proliferative cell number by more than 2 standard deviations (2σ = 0.58) of the average number of EdU+ cells in control wells across the 8 screened plates.

### Statistics and reproducibility

To calculate statistical significances, we made use of a two-sided two-way analysis of variance (ANOVA) followed by Sidak’s multiple comparison test or a two-sided unpaired t-test with Welch’s correction, as indicated in figure legends. Individual data points are plotted when *n* ≤10, except for Supplementary Fig. 4a.

Most experiments were performed at least twice, with the exception of the initial drug screen (Fig. 2a, b; Supplementary Fig. 4a; Supplementary Table 2), the in vivo methotrexate and cyclophosphamide treatment (Figs. 3e, f; 4f; Supplementary Fig. 5d–f; Supplementary Fig. 6e, f), cyclophosphamide metabolite detection (Fig. 4d; Supplementary 6d), RNA sequencing (Supplementary Fig. 3), and showed reproducible trends. Sample sizes were based on convention in the field. These sample sizes were sufficient given the robust signal changes measured in the experiments. No data were excluded.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The RNA sequencing data included in this study are deposited in Gene Expression Omnibus (GEO) with the accession code GSE191018. Source data for graphs in the main figures are provided in Supplementary Data 1. Log1p transformed gene count matrix for 110 intestine marker genes generated from RNA sequencing are provided in Supplementary Data 2. 

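The table of Supplementary Data 2 holds 1320 values, for 110 genes in 12 libraries, and each of them was compared with the normalized counts of the same gene and library after adding 1. The largest difference from the base 2 logarithm was 5.00e-05, which is the rounding of the table. The largest difference was 5.85 from the natural logarithm and 13.3 from the base 10 logarithm. The values of the table are therefore on a log2 scale. A correlation coefficient does not depend on the base of the logarithm. Of the 110 genes, 109 were found in the count tables by symbol and 1 by an older symbol.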

Total and proliferative cell numbers with respect to control treated cells generated from the primary screen are provided in Supplementary Data 3. All other data are available from the corresponding authors on reasonable request.

# Supplementary material for: Differential toxicity to murine small and large intestinal epithelium induced by oncology drugs
**Source:** Commun Biol. 2022 Jan 27;5:99. doi: 10.1038/s42003-022-03048-x
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Figure 1

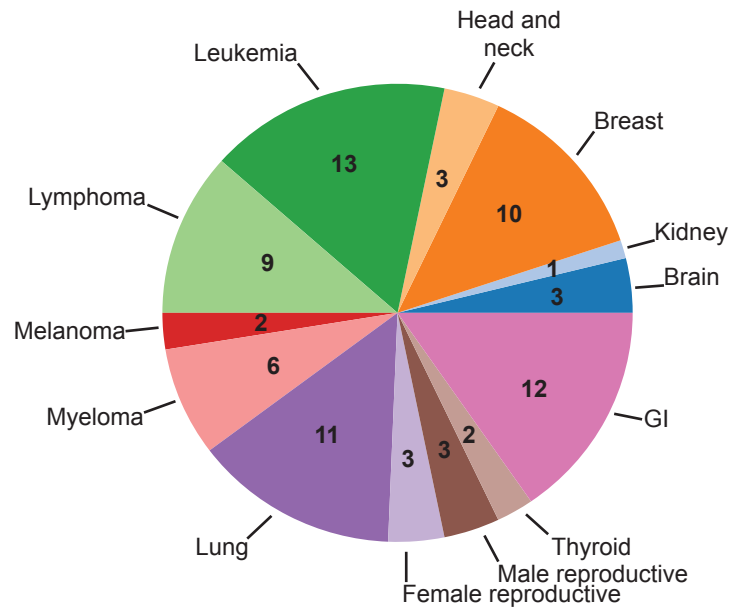

**Supplementary Figure 1. Cancer indications encompassed within the drug panel.** Pie chart showing the number of drugs in the drug panel used to clinically treat each cancer indication.

# Supplementary Figure 2

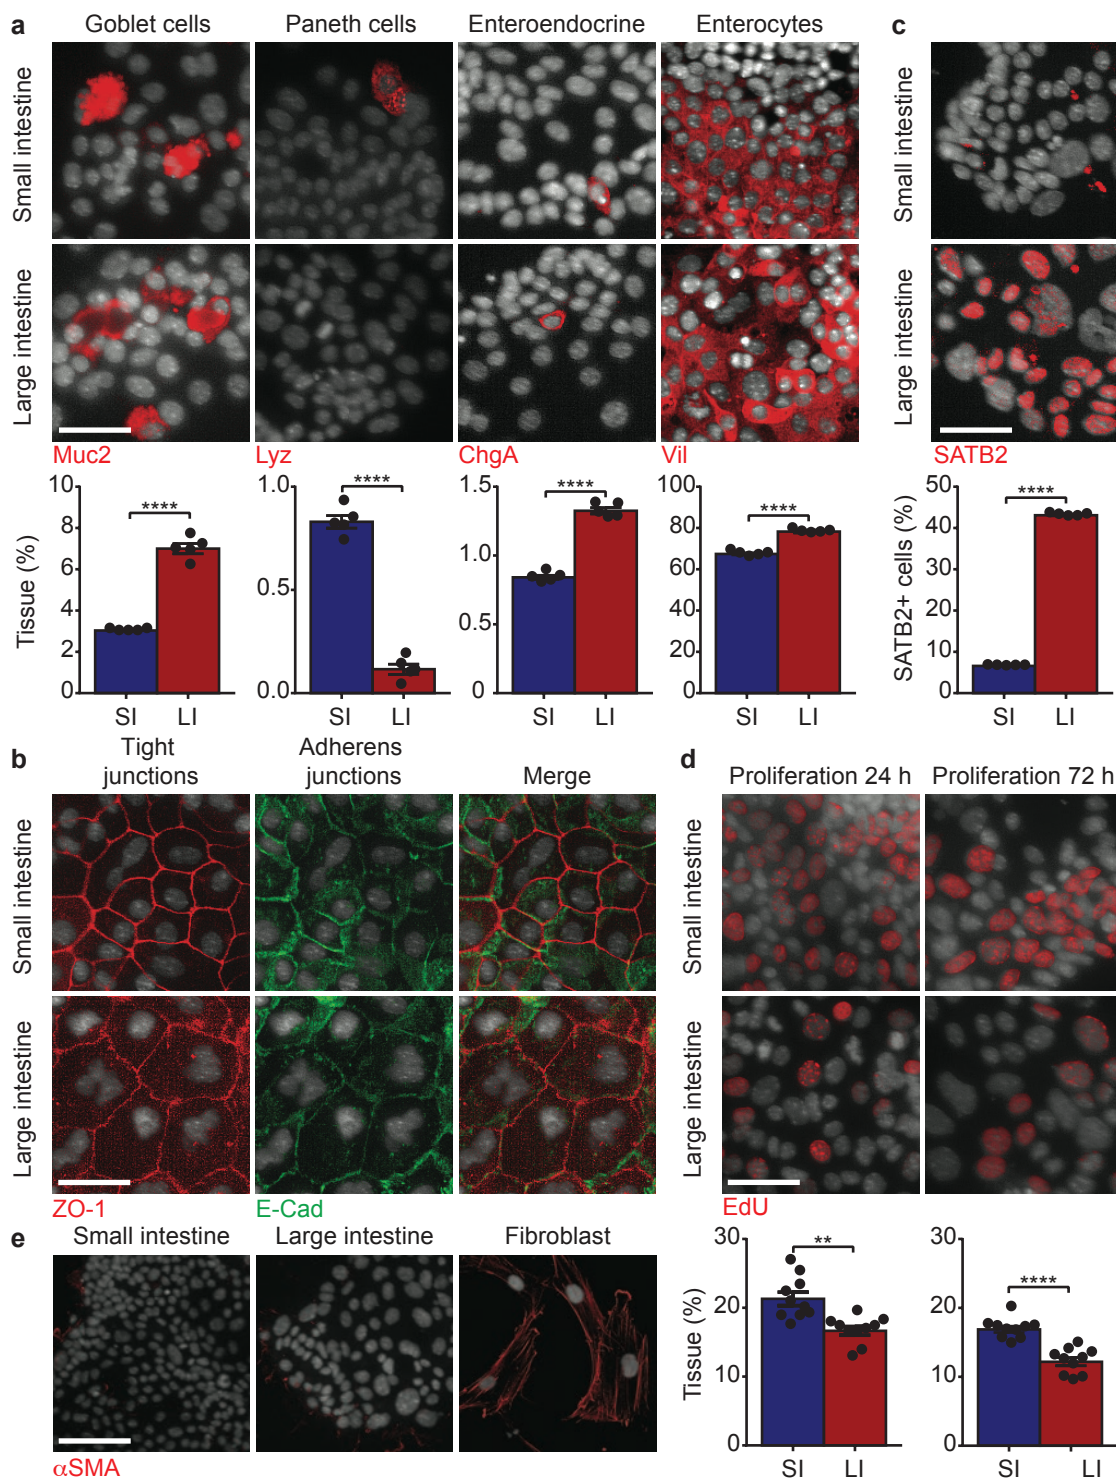

**Supplementary Figure 2. Characterization of small and large intestine-derived monolayers.**

**a.** Top: Representative images of cell types in small and large intestine-derived monolayers grown in control media for 24 hours. Nuclei (Hoechst), goblet cells (Muc2), Paneth cells (Lyz), enteroendocrine cells (ChgA), and enterocytes (Vil) are visualized. Scale bars, 40  $\mu$ m. Bottom: Quantification of the percent of cells in each well that have the indicated cell type marker ( $\frac{\# \text{marker}^+ \text{ cells}}{\# \text{total nuclei}} * 100\%$ ). n=5 wells.

Statistical significance was calculated by an unpaired t-test with Welch's correction.

**b.** Representative images of cell-cell junctions in small and large intestine-derived monolayers grown in control media for 72 hours. Nuclei (Hoechst), tight junctions (ZO-1), and adherens junctions (E-Cad) are visualized. Scale bars, 40  $\mu$ m.

**c.** Top: Representative images of SATB2<sup>+</sup> nuclei in small and large intestine-derived monolayers grown in control media for 24 hours. Scale bars, 40  $\mu$ m. Bottom: Quantification of the percent of cells that have nuclear SATB2 ( $\frac{\# \text{SATB2}^+ \text{ nuclei}}{\# \text{total nuclei}} * 100\%$ ). n=5 wells. Statistical significance was calculated by an unpaired t-test with Welch's correction.

**d.** Top: Representative images of proliferative cells in small and large intestine-derived monolayers grown in control media for 24 or 72 hours. Scale bars, 40  $\mu$ m. Bottom: Quantification of the percent of cells that are proliferative ( $\frac{\# \text{EdU}^+ \text{ nuclei}}{\# \text{total nuclei}} * 100\%$ ). n=10 wells. Statistical significance was calculated by an unpaired t-test with Welch's correction.

**e.** Small and large intestine-derived monolayers grown in control media for 48 hours do not display alpha-smooth muscle actin staining ( $\alpha$ SMA). Fibroblasts cultures were

stained and imaged in parallel as a positive control for mesenchymal cells ( $\alpha$ SMA+).

Scale bars, 80  $\mu$ m.

Error bars mean  $\pm$  SEM. SI: small intestine; LI: large intestine. \*\* indicates p-values  $< 0.01$ ; \*\*\*\* indicates p-values  $< 0.0001$ .

# Supplementary Figure 3

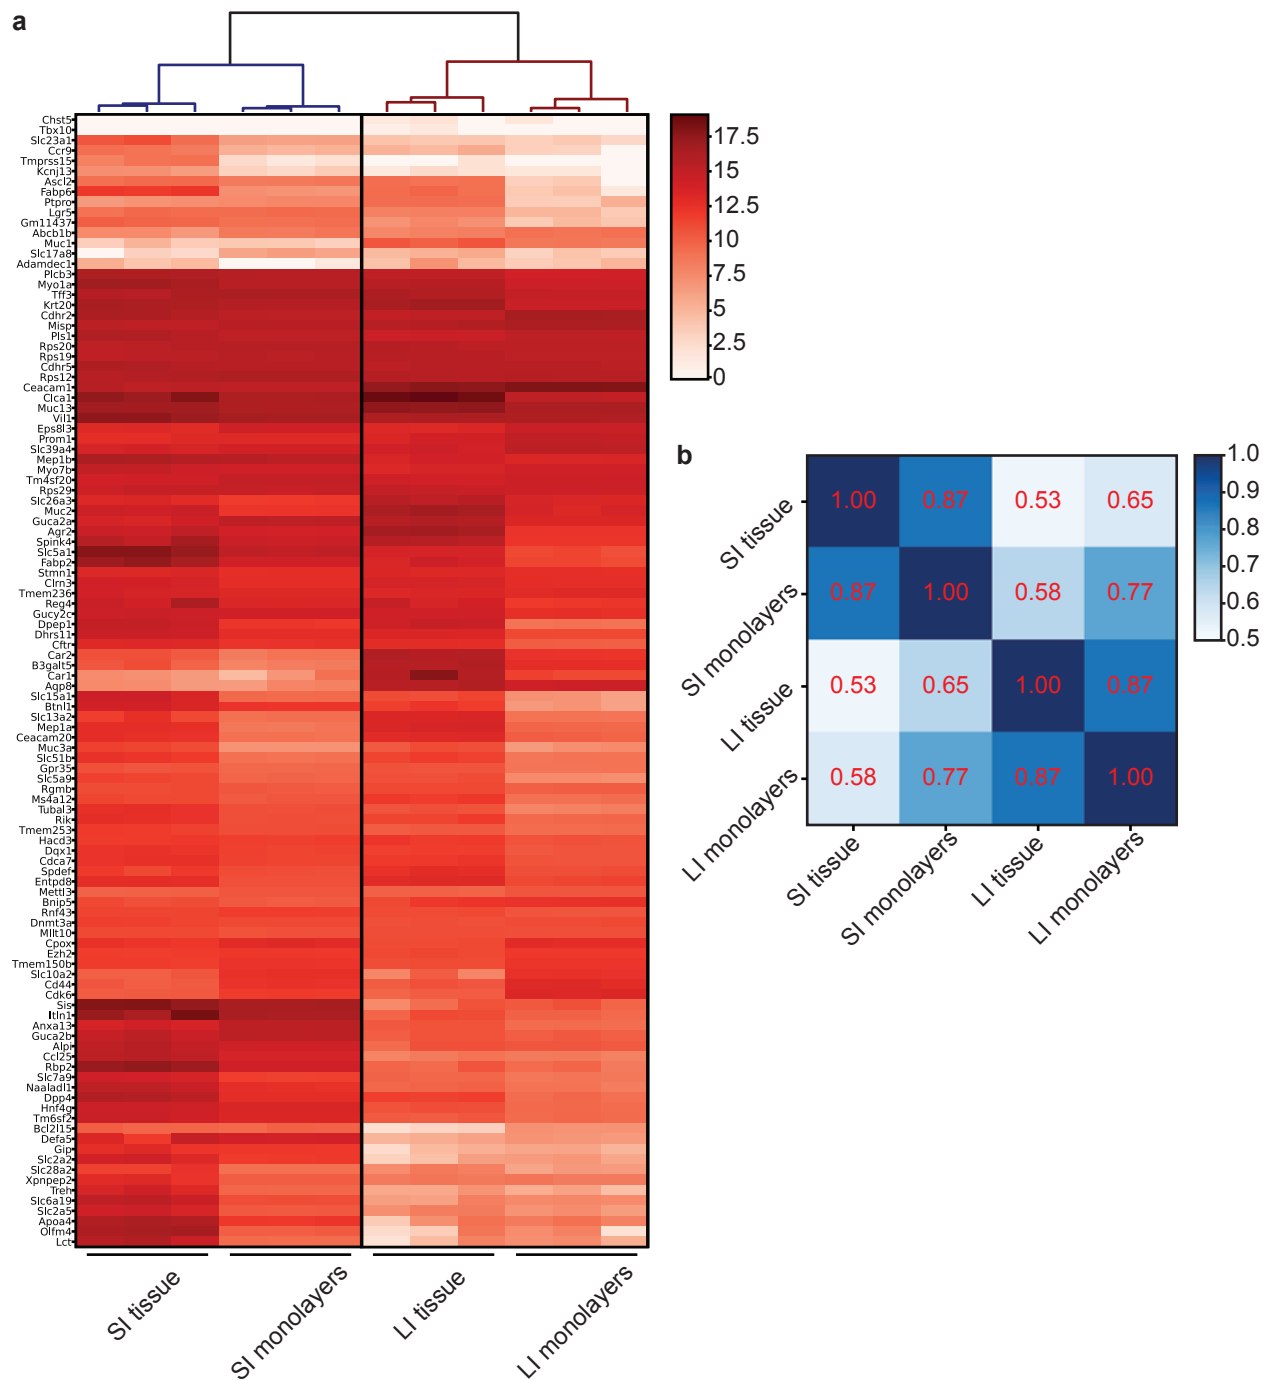

**Supplementary Figure 3. Comparison of transcriptome profiles of small and large intestines and cultured intestinal monolayers.**

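The 12 libraries were clustered over the 110 marker genes from Euclidean distances between log-transformed normalized counts, with the average linkage that the clustering function of seaborn uses by default. The first branch of the dendrogram, at a distance of 25.9, put SI tissue and SI monolayers on the one side and LI tissue and LI monolayers on the other, so 12 of 12 libraries lay with their own region. The branches below it, at distances of 17.5 and 15.9, separated monolayers from tissue within each region. The same split between regions appeared in every clustering of the 11 libraries that remained when 1 was left out. Clustering over all tested genes changed it: the first branch, at 180.5, separated tissue from monolayers, and 6 of 12 libraries lay with their own region. With each marker gene scaled to the same variance, the first branch parted 3 libraries from the other 9. Then 9 of 12 lay with their own region and 9 of 12 with their own preparation, so this branch favoured neither. Over the marker genes, region accounted for 64.6% of the total sum of squares, preparation for 23.0%, their interaction for 8.19% and the spread between replicates for 4.21%. Over all tested genes, region accounted for 33.2%, preparation for 44.1%, their interaction for 10.6% and replicates for 12.1%.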

- a.** Dendrogram (top) and gene expression heatmap (bottom) based on hierarchical clustering of 110 intestine marker genes from RNA sequencing data. RNA was extracted from freshly harvested murine intestines (SI/LI Tissue) or from intestine-derived monolayers (SI/LI Monolayers) grown for 24 hours. Scale bar represents the log transformed range of normalized gene expression.  $n=3$  mice or  $n=3$  pooled wells.
- b.** Pearson's correlation plot visualizing the correlation ( $r$ ) values for the 110 intestine marker genes between samples. 

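Per pair of libraries, r over the marker genes was 0.861 ± 0.0132 (SD of 9 library pairs) between SI tissue and SI monolayers and 0.856 ± 0.0142 between LI tissue and LI monolayers. Between SI monolayers and LI monolayers it was 0.764 ± 0.0220, and between SI tissue and LI tissue 0.524 ± 0.0572. It was 0.643 ± 0.0349 between SI monolayers and LI tissue and 0.572 ± 0.0332 between SI tissue and LI monolayers. Library pairs within the same comparison share libraries, so these SDs describe their spread and are no basis for a test. Replicates of a group correlated with a mean r of 0.986 in SI tissue, 0.995 in SI monolayers, 0.976 in LI tissue and 0.987 in LI monolayers. For both regions, the gap between monolayers and their own tissue was thus larger than the spread between replicates. Monolayers of both regions also lay nearer to each other than the 2 tissues did (r of the group means 0.768 and 0.529). The first LI tissue library correlated with the SI tissue libraries at 0.594 to 0.604, and the other LI tissue libraries at 0.467 to 0.504. Without it, r of the group means of SI and LI tissue was 0.491. Over all tested genes in place of the markers, r of the group means was highest between the monolayers of both regions (0.942), followed by 0.928 between SI tissue and SI monolayers, 0.908 between the tissues and 0.898 between LI tissue and LI monolayers. It was 0.892 between SI monolayers and LI tissue and 0.858 between SI tissue and LI monolayers.

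**Figure D2:**
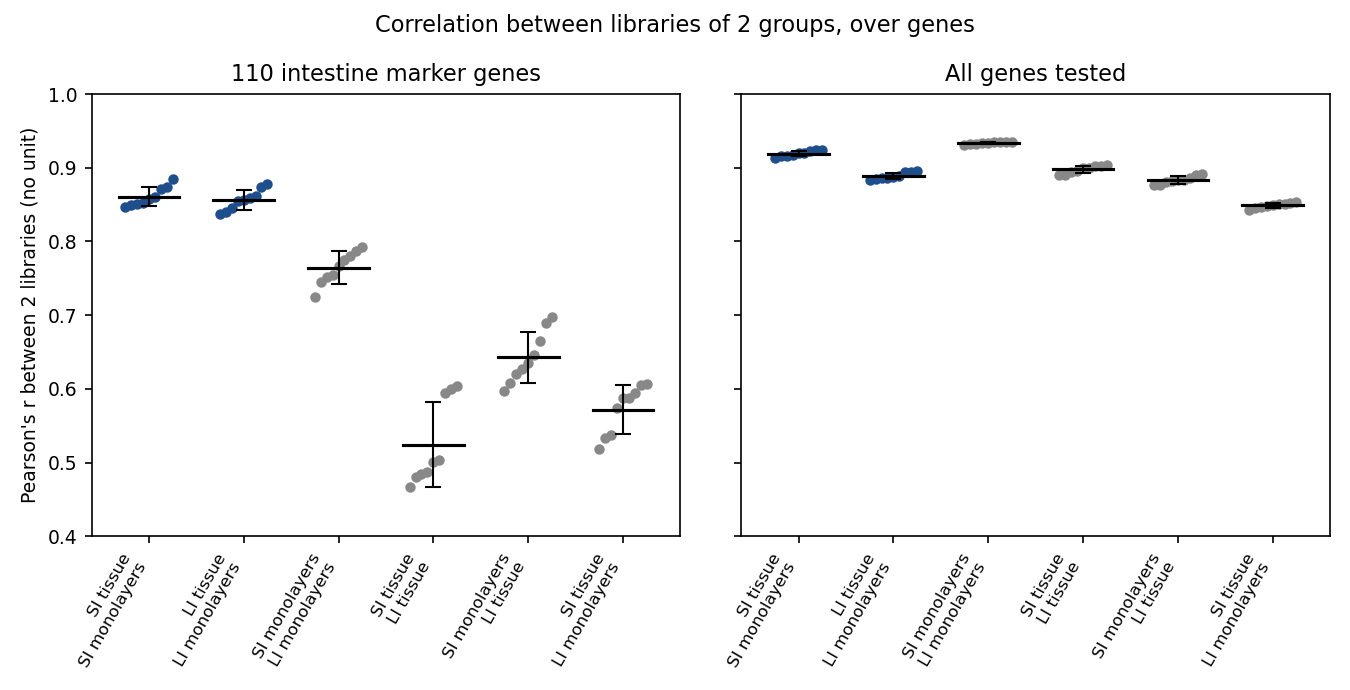
Pearson's r between libraries for the 6 pairs of groups, over the marker genes and over all tested genes, with 1 dot per pair of libraries, a line at the mean and a bar of 1 SD. Monolayers with their own tissue are in blue, with a mean r of 0.861 for SI and 0.856 for LI over the marker genes.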

Scale bar represents the range of the correlation coefficients displayed.

# Supplementary Figure 4

**a**

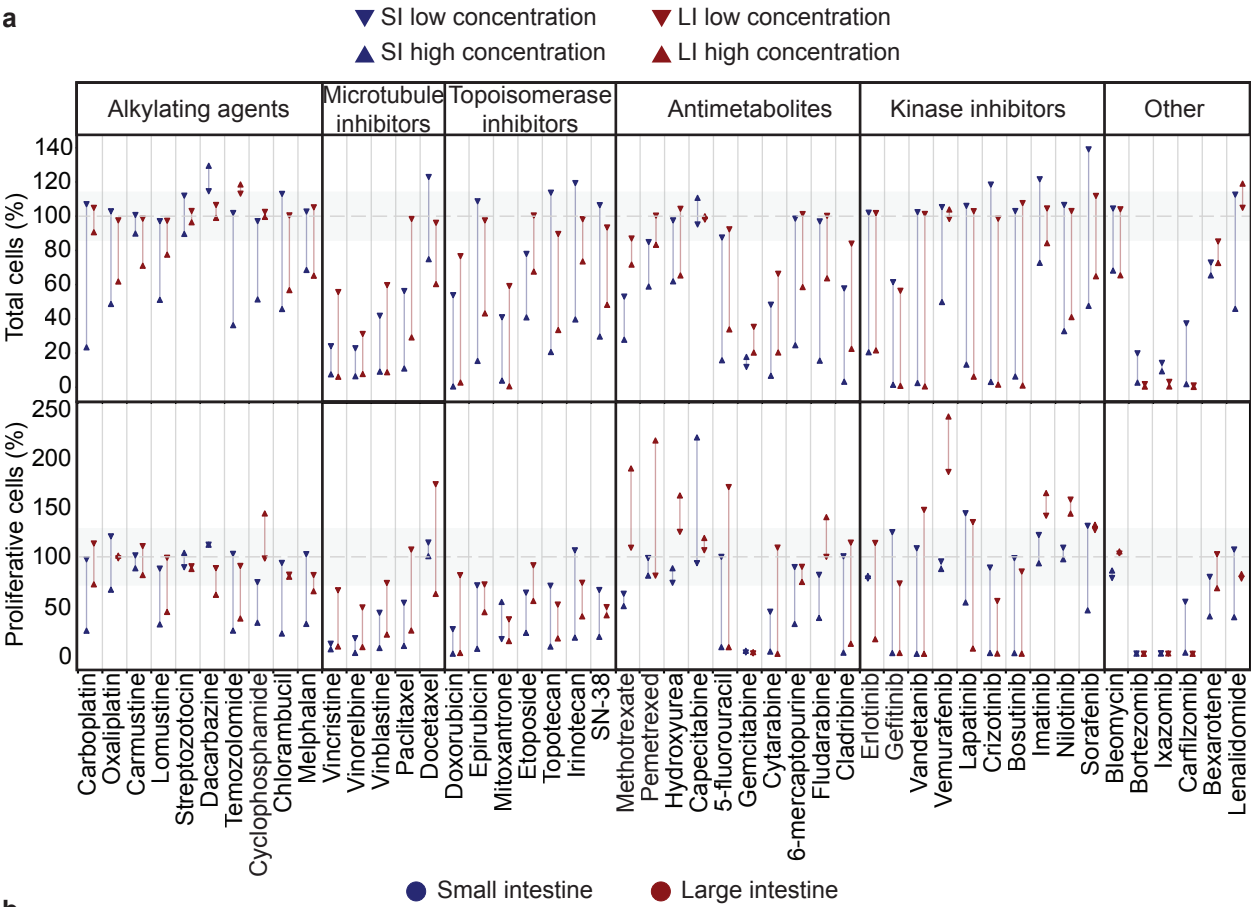

**b**

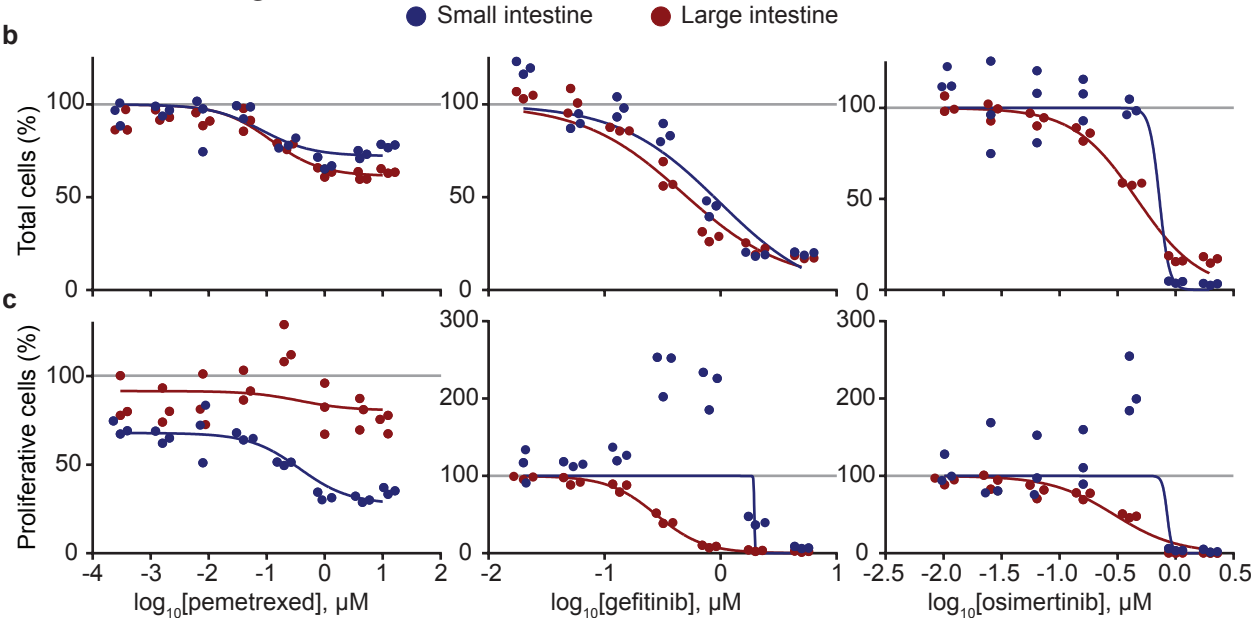

**c**

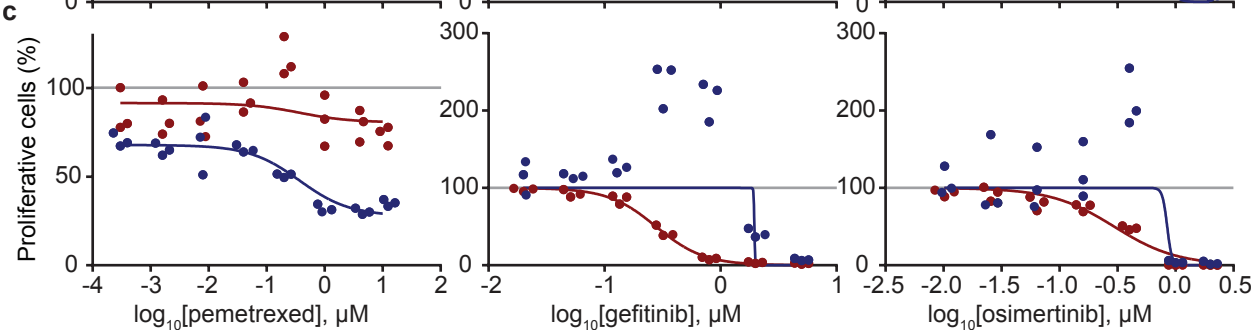

**Supplementary Figure 4. Toxicity screen summary and validation of differential toxicity for select drugs.**

**a.** Effect of oncology drugs on total cell number (top) and proliferative cells (bottom) in small and large intestine-derived monolayers. Y-axis shows percent of total or proliferative cells in drug treatment normalized to untreated cells. X-axis shows each drug screened and is sorted by drug class. Blue lines depict small intestine and red lines depict large intestine response. Shaded region is one standard deviation of the plate-to-plate variability between control wells. n=3 wells. SI: small intestine; LI: large intestine.

**b,c.** Small and large intestine-derived monolayers were treated with a 7-8 point dose-response of pemetrexed, gefitinib, and osimertinib, and **(b)** change in cell number or **(c)** number of proliferative cells relative to untreated cells are depicted. n=3 wells. Fitted curves were used to calculate the  $LC_{50}$ , concentration required to kill 50% of cells, shown in Supplementary Table 3.

# Supplementary Figure 5

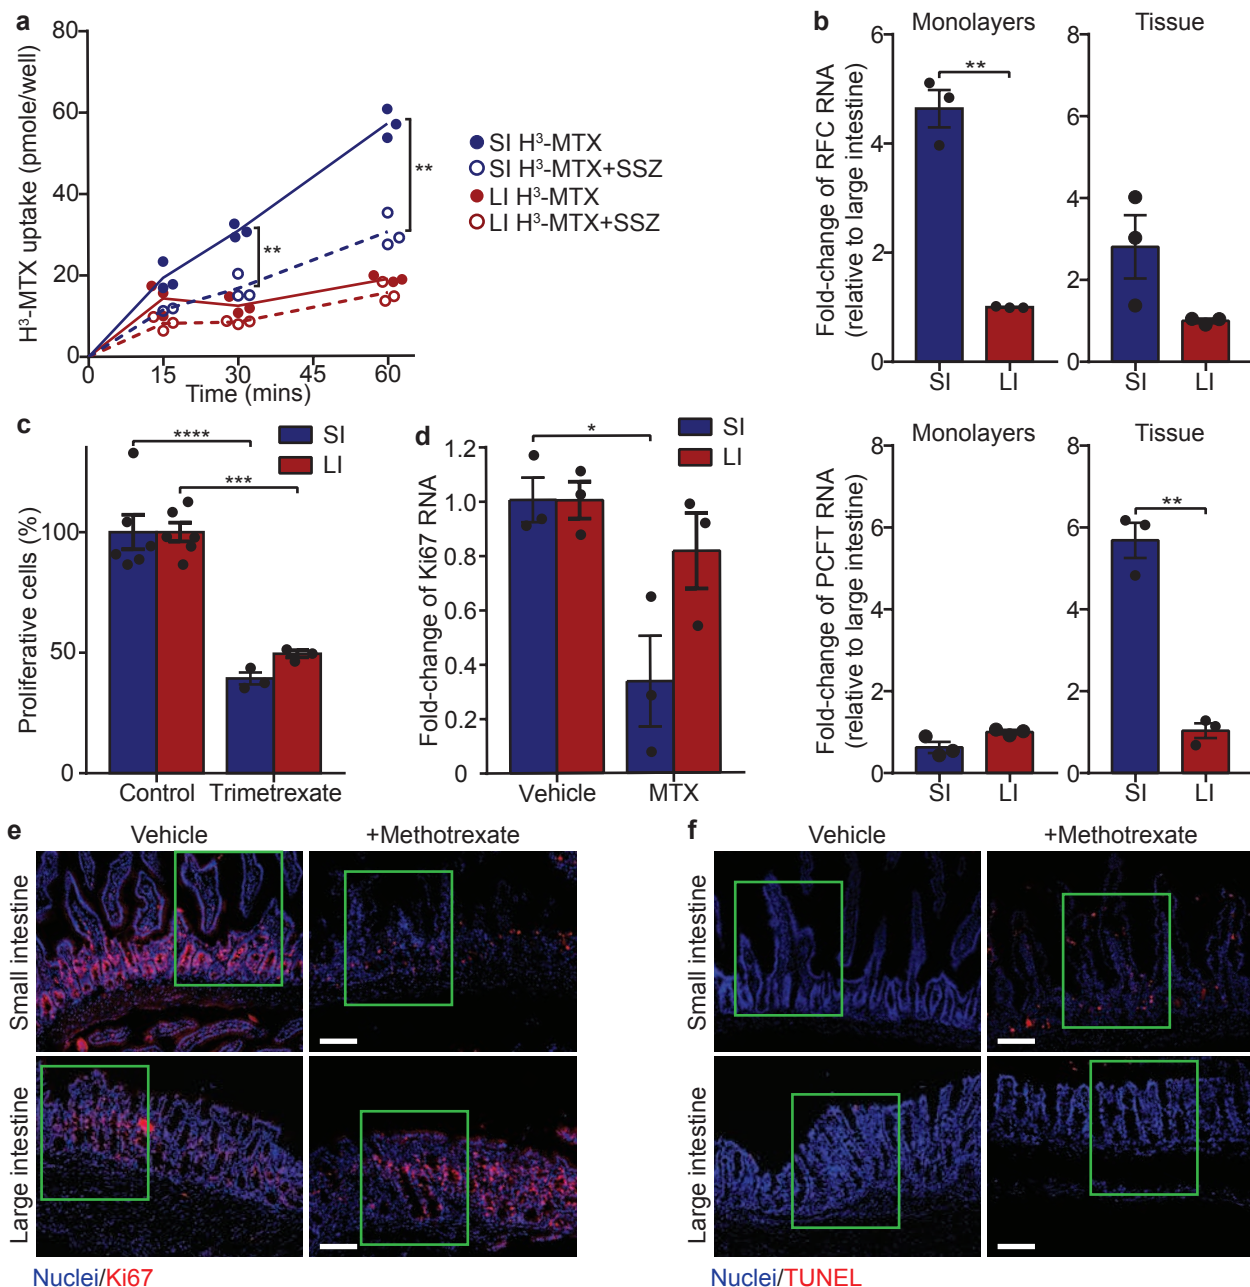

### **Supplementary Figure 5. Further investigation of differential antifolate toxicity.**

**a.** Small and large intestine-derived monolayers were incubated with 125 nM tritiated methotrexate ( $H^3$ -MTX)  $\pm$  500  $\mu$ M sulfasalazine (SSZ) for 15, 30 or 60 minutes, then the amount of  $H^3$ -MTX per well was measured. n=3 wells. Statistical significance was calculated by an unpaired t-test with Welch's correction.

**b.** Folate transporter RNA expression measured by qRT-PCR. Top: Reduced folate carrier (RFC) expression measured in intestinal monolayers cultured for 24 hours (left) and harvested murine intestinal tissue (right). Bottom: Proton-coupled folate transporter (PCFT) expression measured in intestinal monolayers cultured for 24 hours (left) and harvested murine intestinal tissue (right). n=3 pooled samples or n=3 mice. Statistical significance was calculated by an unpaired t-test with Welch's correction.

**c.** Quantification of the percent change in proliferative cells relative to untreated cells in small and large intestine-derived intestinal monolayers treated with 60  $\mu$ M trimetrexate for 48 hours. n=6 wells (control) or n=3 wells (trimetrexate). Statistical significance was calculated by a two-way ANOVA followed by Sidak's multiple comparison test.

**d.** Ki67 RNA expression measured by qRT-PCR. n=3 mice. Statistical significance was calculated by a two-way ANOVA followed by Sidak's multiple comparison test.

**e.** Zoomed out representative images of small and large intestines stained for Ki67 and Hoechst. Scale bars, 100  $\mu$ m. Green inset is shown in Fig. 3e.

**f.** Zoomed out images of small and large intestines stained for TUNEL and propidium iodide. Scale bars, 100  $\mu$ m. Green inset is shown in Fig. 3f.

Error bars mean  $\pm$  SEM. SI: small intestine; LI: large intestine. \* indicates p-values < 0.05; \*\* indicates p-values < 0.01; \*\*\* indicates p-values < 0.001; \*\*\*\* indicates p-values < 0.0001.

# Supplementary Figure 6

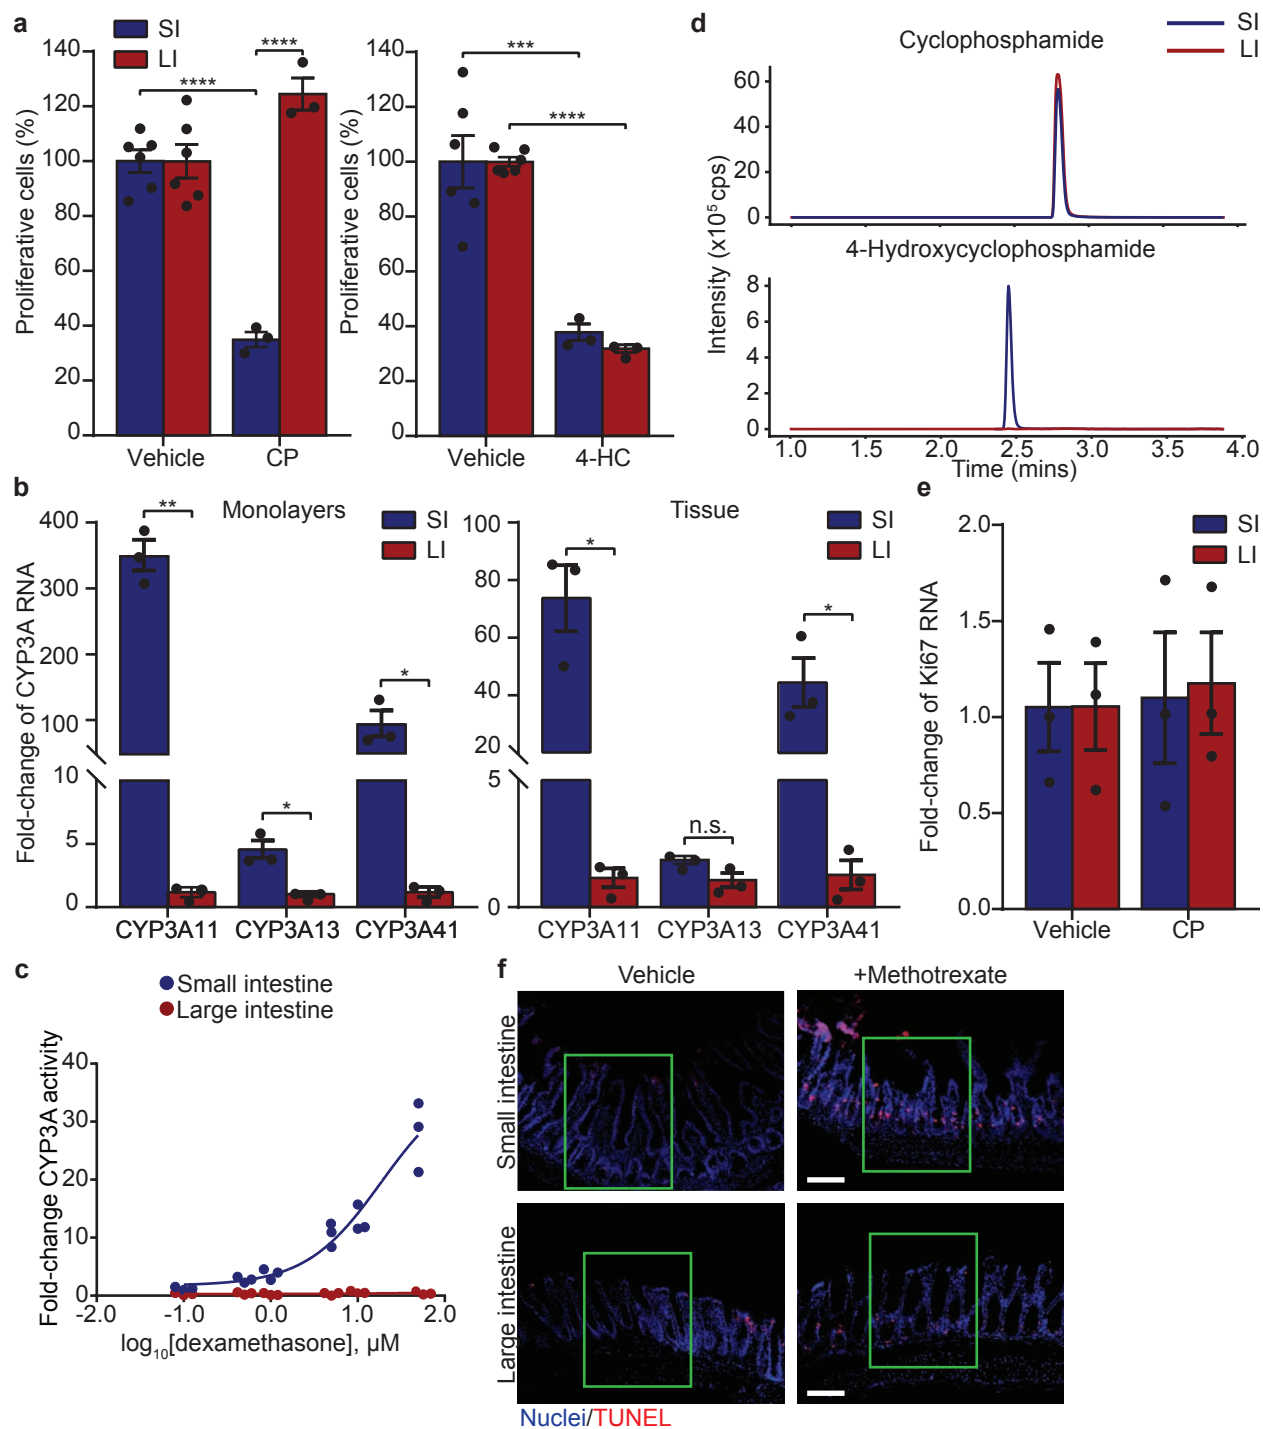

**Supplementary Figure 6. Further investigation of differential cyclophosphamide toxicity.**

**a.** Quantification of the percent change in proliferative cells relative to untreated cells in small and large intestine-derived monolayers treated with 100  $\mu$ M cyclophosphamide (left; CP) and 100  $\mu$ M 4-hydroperoxycyclophosphamide (right; 4-HC) for 48 hours. n=6 wells (control) or n=3 wells (drug treatment). Statistical significance was calculated by a two-way ANOVA followed by Sidak's multiple comparison test.

**b.** CYP3A11, CYP3A13, and CYP3A41 RNA expression measured by qRT-PCR. Left: CYP3A RNA expression measured in small and large intestine-derived monolayers cultured for 24 hours. n=3 pooled samples. Right: CYP3A RNA expression measured in harvested murine small and large intestine tissue. n=3 mice. Statistical significance was calculated by an unpaired t-test with Welch's correction.

**c.** CYP3A activity measured in intestinal monolayers treated with indicated concentration of dexamethasone for 48 hours. Three parameter fit is shown. n=3 wells.

**d.** Representative chromatogram of cyclophosphamide (top) and 4-hydroxycyclophosphamide (bottom) from LC-MS/MS run.

**e.** Ki67 RNA expression measured by qRT-PCR. n=3 mice. No statistical significance was calculated by a two-way ANOVA followed by Sidak's multiple comparison test.

**f.** Zoomed out images of small and large intestines stained for TUNEL and propidium iodide. Scale bars, 100  $\mu$ m. Green inset is shown in Fig. 4f.

Error bars mean  $\pm$  SEM. SI: small intestine; LI: large intestine; n.s.: not significant. \* indicates p-values < 0.05; \*\* indicates p-values < 0.01; \*\*\* indicates p-values < 0.001; \*\*\*\* indicates p-values < 0.0001.

# Supplementary Figure 7

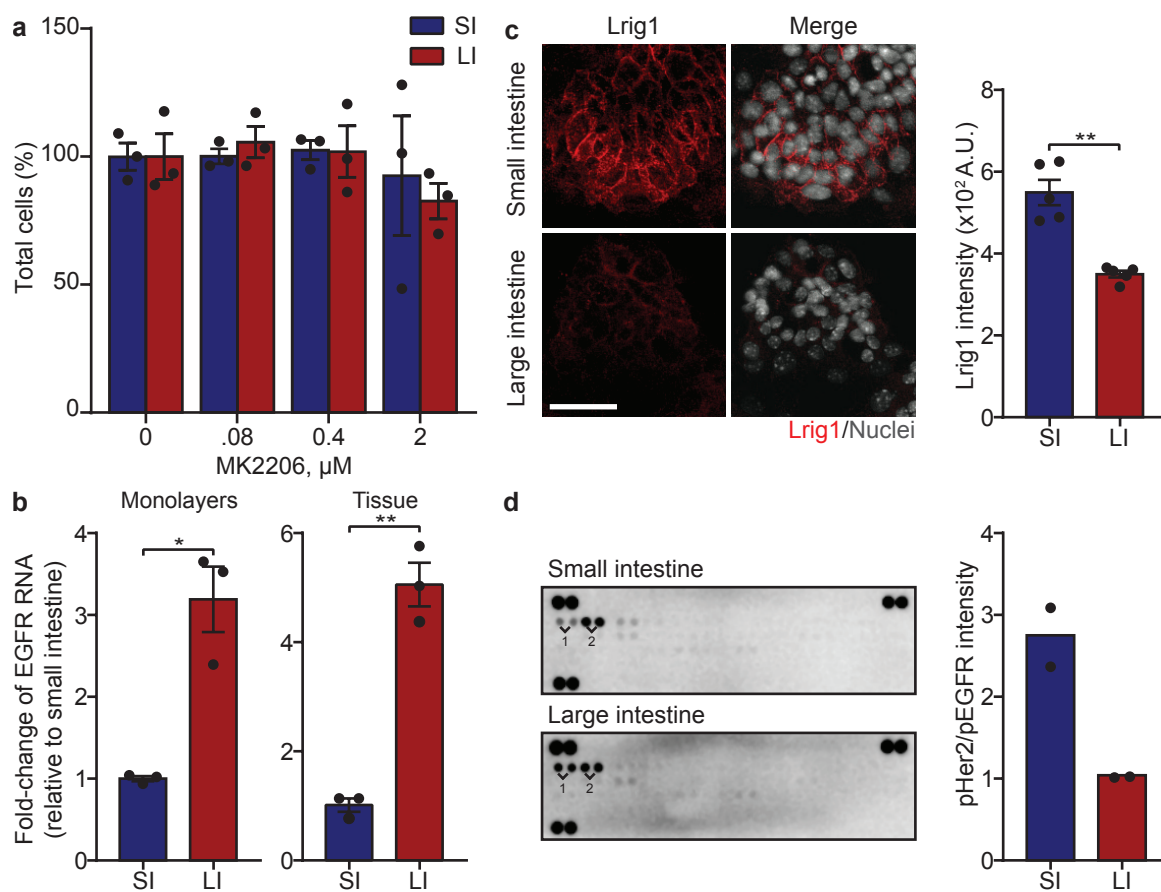

**Supplementary Figure 7. Further investigation of differential EGFR inhibitor toxicity.**

**a.** Quantification of the percent change in total cells relative to untreated cells in small and large intestine-derived monolayers treated with the indicated concentration of MK2206 for 48 hours. n=3 wells. No statistical significance between control and drug treated for either the small or large intestine was calculated by a two-way ANOVA followed by Sidak's multiple comparison test.

**b.** Epidermal growth factor receptor (EGFR) RNA expression measured by qRT-PCR. Left: Expression measured in small and large intestine-derived monolayers cultured for 24 hours. n=3 pooled samples. Right: Expression measured in harvested murine small and large intestine tissue. n=3 mice. Statistical significance was calculated by an unpaired t-test with Welch's correction.

**c.** Left: Representative images of leucine-rich repeats and Ig-like domains-1 (Lrig1) in small and large intestine-derived monolayers grown in control media for 24 hours. Scale bars, 40  $\mu$ m. Right: Quantification of Lrig1 intensity in intestinal monolayers. n= 5 wells. A.U.: arbitrary units. Statistical significance was calculated by an unpaired t-test with Welch's correction.

**d.** Left: Representative images of a mouse phospho-RTK array for small intestine-derived monolayers (top) and large intestine-derived monolayers (bottom). 1: pEGFR; 2: pHer2. Right: Quantification of the relative intensity of phospho-Her2 (pHer2) to phospho-EGFR (pEGFR). n=2 biological replicates.

Error bars mean  $\pm$  SEM. SI: small intestine; LI: large intestine; \* indicates p-values < 0.05; \*\* indicates p-values < 0.01.

**Supplementary Table 1. Screened oncology drugs.**

| Class                    | Subclass                 | Name             | Concentrations (μM) | IC50 (μM) <sup>18</sup> | Cmax (μM) <sup>19</sup> | GI Adverse Events* |
|--------------------------|--------------------------|------------------|---------------------|-------------------------|-------------------------|--------------------|
| alkylating agents        | metal salts              | carboplatin      | 40, 0.4             | na                      | 135.00                  | v,p,d,c            |
|                          |                          | oxaliplatin      | 50, 0.5             | 41                      | 4.96                    | v,n,m              |
|                          | nitrosoureas             | carmustine       | 100, 1              | 452                     | 19.40                   | v,n                |
|                          |                          | lomustine        | 100, 1              | na                      | na                      | v,n,s              |
|                          |                          | streptozocin     | 10, 0.01            | na                      | 1438.00                 | v,n,d              |
|                          | hydrazines/<br>triazines | dacarbazine      | 2.5, 0.025          | na                      | 34.40                   | v,n                |
|                          |                          | temozolomide     | 20, 0.2             | 375                     | 37.60                   | v,n,d,c            |
|                          | nitrogen mustards        | cyclophosphamide | 100, 1              | 180                     | 128.00                  | v,n,d,co           |
|                          |                          | chlorambucil     | 100, 1              | na                      | 1.62                    | v,n,d              |
| microtubule inhibitors   | destabilizing            | vincristine      | 5, 0.05             | 0.20                    | 1.48                    | c                  |
|                          |                          | vinorelbine      | 40, 0.4             | 0.05                    | 0.81                    | v,n,c              |
|                          |                          | vinblastine      | 5, 0.05             | 0.03                    | 0.04                    | v,n,d,c,m          |
|                          | stabilizing              | paclitaxel       | 5, 0.05             | 0.08                    | 4.27                    | v,n                |
|                          |                          | docetaxel        | 100, 1              | 0.1                     | 5.47                    | v,n,d,c,co         |
| topoisomerase inhibitors | I                        | topotecan        | 40, 0.4             | 1.1                     | 0.02                    | v,n,d              |
|                          |                          | irinotecan       | 30, 0.3             | 14                      | 5.78                    | v,n,p,d,c          |
|                          |                          | SN-38            | 5, 0.05             | 0.02                    | 0.14                    | v,n,p,d,c          |
|                          | II                       | doxorubicin      | 50, 0.5             | 0.2                     | 6.73                    | v,n                |
|                          |                          | epirubicin       | 10, 0.01            | 0.4                     | 16.60                   | v,n,d,m            |
|                          |                          | mitoxantrone     | 90, 0.9             | 1.6                     | 0.72                    | v,n,m              |
|                          |                          | etoposide        | 50, 0.5             | 4.7                     | 33.40                   | p,c                |
| antimetabolite           | antifolates              | methotrexate     | 40, 0.4             | 0.6                     | 1.31                    | v,d,s              |
|                          |                          | pemetrexed       | 5, 0.05             | 15                      | 306.00                  | v,n,a              |
|                          | urea                     | hydroxyurea      | 100, 1              | na                      | 795.00                  | unspecified        |
|                          | pyrimidine analogs       | 5-fluorouracil   | 100, 1              | 110                     | 426.00                  | d,m                |
|                          |                          | capecitabine     | 30, 0.3             | na                      | 21.10                   | v,n,d              |
|                          | purine analogs           | 6-mercaptopurine | 20, 0.2             | na                      | 0.59                    | n                  |
|                          |                          | fludarabine      | 50, 0.5             | 111                     | na                      | v,n                |
|                          |                          | cladribine       | 30, 0.3             | na                      | 0.17                    | p                  |
|                          | nucleoside analogs       | gemcitabine      | 50, 0.5             | 0.03                    | 89.30                   | v,n                |
|                          |                          | cytarabine       | 100, 1              | 4.6                     | 54.40                   | v,n                |
| kinase inhibitors        | EGFR                     | erlotinib        | 2.5, 0.025          | 13                      | 3.15                    | v,n,d              |
|                          |                          | gefitinib        | 100, 1              | 23                      | 0.36                    | d                  |
|                          | VEGFR/EGFR               | vandetanib       | 10, 0.1             | na                      | 2.16                    | n,p,d,co           |
|                          | BRAF                     | vemurafenib      | 10, 0.1             | na                      | 127.00                  | n                  |
|                          | HER2                     | lapatinib        | 10, 0.1             | 21                      | 4.18                    | n,d                |
|                          | ALK                      | crizotinib       | 50, 0.5             | 21                      | 0.91                    | v,n,d,c            |
|                          | BCR/ABL                  | bosutinib        | 10, 0.1             | 5.9                     | 0.38                    | v,n,p,d            |
|                          |                          | imatinib         | 10, 0.1             | 16                      | 7.50                    | v,n,p,d            |
|                          |                          | nilotinib        | 10, 0.1             | 30                      | 0.84                    | n,p,d,c            |
|                          | multiple                 | sorafenib        | 10, 0.1             | 14                      | 20.10                   | n,p,d,b            |
| other antineoplastics    | antibiotic               | bleomycin        | 5, 0.05             | 5.4                     | 706.00                  | none               |
|                          | proteasome inhibitors    | bortezomib       | 100, 1              | 0.01                    | 0.31                    | v,n,d,c            |
|                          |                          | ixazomib         | 100, 1              | na                      | 0.12                    | v,n,d,c            |
|                          |                          | carfilzomib      | 20, 0.2             | na                      | 5.88                    | none               |
|                          | retinoid                 | bexarotene       | 20, 0.2             | 32                      | 3.39                    | n,p                |
|                          | immunomodulator          | lenalidomide     | 50, 0.5             | 46                      | 1.74                    | n,d,c              |

\* Common clinical GI adverse events listed on FDA drug prescription label.

<sup>18</sup>Geometric mean of screened cancer lines in the Genomics of Drug Sensitivity in Cancer database

v: vomiting; p: pain; d: diarrhea; c: constipation; n: nausea; m: mucositis; co: colitis; s: stomatitis; a: anorexia; b: bleeding; na: not available

**Supplementary Table 2.** Drug hits for total (top) and proliferative (bottom) cell numbers by drug class.

|                 | Alkylating agents | Microtubule inhibitors | Topo. inhibitors | Anti-metabolite | Kinase inhibitors | Other         |
|-----------------|-------------------|------------------------|------------------|-----------------|-------------------|---------------|
| Small intestine | 70%<br>(7/10)     | 80%<br>(4/5)           | 100%<br>(7/7)    | 90%<br>(9/10)   | 90%<br>(9/10)     | 100%<br>(6/6) |
| Large intestine | 40%<br>(4/10)     | 100%<br>(5/5)          | 86%<br>(6/7)     | 80%<br>(8/10)   | 80%<br>(8/10)     | 67%<br>(4/6)  |

|                 | Alkylating agents | Microtubule inhibitors | Topo. inhibitors | Anti-metabolite | Kinase inhibitors | Other        |
|-----------------|-------------------|------------------------|------------------|-----------------|-------------------|--------------|
| Small intestine | 60%<br>(6/10)     | 80%<br>(4/5)           | 86%<br>(6/7)     | 60%<br>(6/10)   | 40%<br>(4/10)     | 83%<br>(5/6) |
| Large intestine | 10%<br>(1/10)     | 80%<br>(4/5)           | 71%<br>(5/7)     | 40%<br>(4/10)   | 60%<br>(6/10)     | 50%<br>(3/6) |

**Supplementary Table 3.** Calculated LC<sub>50</sub> for drug dose-responses.

|                  | Total cell number    |                      | Proliferative cell number |                      |
|------------------|----------------------|----------------------|---------------------------|----------------------|
|                  | Small intestine (μM) | Large intestine (μM) | Small intestine (μM)      | Large intestine (μM) |
| Cyclophosphamide | N.A.                 | N.A.                 | 30.55                     | N.A.                 |
| Methotrexate     | 0.202                | N.A.                 | 0.053                     | N.A.                 |
| Pemetrexed       | N.A.                 | N.A.                 | 0.298                     | N.A.                 |
| Erlotinib        | 1.959                | 0.417                | 3.733                     | 0.646                |
| Gefitinib        | 0.885                | 0.519                | 1.995                     | 0.282                |
| Osimertinib      | 0.740                | 0.471                | 0.863                     | 0.301                |

N.A.: not applicable

# Supplementary material for: Differential toxicity to murine small and large intestinal epithelium induced by oncology drugs
**Source:** Commun Biol. 2022 Jan 27;5:99. doi: 10.1038/s42003-022-03048-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Source data for main figure graphs.

**File name:** Supplementary Data 2

**Description:** Gene count matrix of 110 intestine marker genes.

**File name:** Supplementary Data 3

**Description:** Processed data from primary drug screen.

# Supplementary material for: Differential toxicity to murine small and large intestinal epithelium induced by oncology drugs
**Source:** Commun Biol. 2022 Jan 27;5:99. doi: 10.1038/s42003-022-03048-x
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Harmony High-Content Imaging and Analysis Software Version 4.9

Data analysis Harmony High-Content Imaging and Analysis Software Version 4.9 and GraphPad Prism Version 7.1

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA sequencing data included in this study are deposited in Gene Expression Omnibus (GEO) with the accession code GSE191018. Source data for graphs in the main figures are provided in Supplementary Data 1. Log1p transformed gene count matrix for 110 intestine marker genes generated from RNA sequencing are provided in Supplementary Data 2. Total and proliferative cell numbers with respect to control treated cells generated from the primary screen are provided in Supplementary Data 3. All other data are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were based on convention in the field. These sample sizes were sufficient given the robust signal changes measured in the experiments.                                                                                                                                                                                                                                                                                                |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Replication     | Most experiments were performed at least twice, with the exception of the initial drug screen (Figure 2A,B; Supplementary Figure 4A; Supplementary Table 2), the in vivo methotrexate and cyclophosphamide treatment (Figure 3E,F; Figure 4F; Supplementary Figure 5D-F; Supplementary Figure 6E,F), cyclophosphamide metabolite detection (Figure 4D; Supplementary 6D), RNA sequencing (Supplementary Figure 3), and showed reproducible trends. |
| Randomization   | Randomization was not required for any of the experiments in this study.                                                                                                                                                                                                                                                                                                                                                                           |
| Blinding        | Blinding was not required for any of the experiments in this study.                                                                                                                                                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The rabbit polyclonal anti-Lysozyme antibody was purchased from Dako (#A0099). The mouse monoclonal anti-ZO-1 antibody was purchased from Invitrogen (#33-9100). The rabbit monoclonal anti-E-Cadherin antibody and the rabbit monoclonal anti-Ki-67 antibody were purchased from Cell Signaling Technology (#3195S; #9129S). The mouse monoclonal anti-SATB2 antibody, rabbit polyclonal anti-Muc2 antibody, and mouse monoclonal anti-Chr-A were purchased from Santa Cruz Biotechnology (#81376; #15334; #393941). The mouse monoclonal anti-Villin antibody was purchased from BD Biosciences (#610358). The rabbit monoclonal anti-alpha smooth muscle actin antibody and the rabbit monoclonal anti-EGFR antibody were purchased from Abcam (#32575; #52894). The goat polyclonal anti-LRIG1 antibody was purchased from R&D Systems (#AF3688-SP).                                                                                                                                                                                                                                                                                      |
| Validation      | Anti-Lysozyme primary antibody: broadly used antibody with >100 citations, as retrieved from CiteAb. Anti-ZO-1 primary antibody: broadly used antibody with >500 citations, as retrieved from the manufacturer's website. Anti-E-Cadherin primary antibody: broadly used antibody with >1200 citations, as retrieved from the manufacturer's website. Anti-SATB2 primary antibody: antibody with >30 citations, as retrieved from CiteAb. Anti-Villin primary antibody: antibody with >5 citations, as retrieved from CiteAb. Anti-Muc2 primary antibody: broadly used antibody with >200 citations, as retrieved from CiteAb. Anti-Chr-A primary antibody: antibody with >10 citations, as retrieved from CiteAb. Anti-alpha smooth muscle actin primary antibody: broadly used antibody with >300 citations, as retrieved from CiteAb. Anti-Ki-67 primary antibody: broadly used antibody with >100 citations, as retrieved from CiteAb. Anti-EGFR primary antibody: broadly used antibody with >200 citations, as retrieved from CiteAb. Anti-LRIG1 primary antibody: broadly used antibody with >300 citations, as retrieved from CiteAb. |

# Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                        |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 female and male mice 6-10 weeks of age were used for all experiments.                                                                                                          |
| Wild animals            | This study did not include wild animals.                                                                                                                                               |
| Field-collected samples | This study did not include samples collected from the field.                                                                                                                           |
| Ethics oversight        | Administrative Panel on Laboratory Animal Care at the University of California, San Francisco and University of California, San Francisco Institutional Animal Care and Use Committee. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

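RNA sequencing of 12 mouse libraries was analysed, with 3 libraries in each of 4 groups: SI tissue and LI tissue (freshly isolated crypts, 1 mouse per library) and SI monolayers and LI monolayers (cultured for 24 h, pooled wells per library). All 12 libraries were mapped to their group from their labels and the legend of Supplementary Fig. 3. Of the other experiments of the paper (the drug screen, imaging, drug uptake, enzyme activity, mass spectrometry and quantitative PCR), none was analysed here.

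The authors deposited a table of the counts per gene, which are whole numbers without normalization, from paired-end Illumina HiSeq reads aligned to GRCm38 with STAR and counted on GENCODE genes with featureCounts. The authors also deposited a table of normalized signal, in which each library's counts are divided by 1 DESeq2 size factor and are not log transformed. The size factors read back from that table lay between 0.850 and 1.12 and differed by 0.307% to 2.00% from those that DESeq2 gives for the deposited counts. All columns of both tables were mapped to a library. Of 55487 genes in the tables, 55141 were named from the gene annotation and 346 were not. Gene positions are those of GRCm38.

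Marker correlations, clustering and variance shares were computed from the authors' normalized signal after adding a pseudocount of 1 and taking the logarithm, as the paper's methods describe. Group means are means of these values over 3 replicates. The permutation test on the same-region difference of r relabelled the 6 monolayer libraries in all 20 ways. The variance shares are shares of the total sum of squares of the balanced design.

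Differential expression was tested on the deposited counts with edgeR. Genes were kept by filterByExpr (19581 genes), scaled by TMM and tested with robust quasi-likelihood fits (glmQLFit) in 1 model of the 4 group means, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes within each comparison. The median biological coefficient of variation was 0.122. The 5 comparisons were monolayers against tissue in SI and in LI, SI against LI in tissue and in monolayers, and the interaction of region and preparation. A gene was called differentially expressed with an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. Library sizes of 59016196 to 76216530 counts put the limit of 3 counts at 0.0394 to 0.0508 CPM.

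Cell type lists of 12 genes each were written before the data were examined, for mesenchymal, immune, Paneth, goblet, enteroendocrine, enterocyte, stem, repair and proliferating cells. They were tested with camera of limma on voom values with a preset correlation of 0.01, with adjustment over 18 tests (9 lists in SI and LI). Of the genes of the lists, 9 enterocyte, 7 goblet, 6 stem, 1 Paneth and 1 repair genes are also among the 110 markers.

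The rule for naming genes takes every gene whose RNA or protein the study measures or stains; for each of the 4 pairwise comparisons, the 2 genes with the largest positive and the 2 with the largest negative log2 fold change among those past the threshold with a mean of at least 10 CPM and no overlap between the libraries of the groups; and, among the 110 markers past the threshold in both regions, the 3 with the largest rise and the 3 with the largest fall in monolayers. Other genes that the text names as examples of a pattern were chosen after their values were seen.

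The comparisons, rule for naming genes, test, filter, thresholds and alternatives were chosen before the data were examined, except where the text says otherwise. The alternatives were DESeq2 with its Wald test, upper quartile normalization, no filter on low counts, a minimum of 10 counts in every library, no minimum fold change, only the 2 groups compared, the replicate number as a block, and each library left out in turn; for the correlations and the clustering also all tested genes, markers of at least 10 mean normalized counts, TMM log2 CPM with a prior count of 2, Spearman's rho, a pseudocount of 10, centring or scaling of genes, other linkages and another distance; and for the lists fry, an estimated correlation and lists without the 110 markers. Counts halved and rounded down, the interaction of the lists, fits without 1 library at the genes and TMM reference of all 12, and the correlations of fold changes without a filter or with upper quartile normalization were added after the data were examined.

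Technical explanations were tested with every library thinned to 59016196 counts, with trends of each library against GC content and transcript length removed by loess (span 0.3; 19560 of the tested genes had both values), by counting the other splits of the libraries with as large a result, by 10000 random lists of 108 genes matched to the markers in 20 bins of expression, and by the levels of genes of one group in single libraries of another. The loess fits also took out each library's mean deviation from the gene means. For the last test, genes with at least 50 CPM in the source tissue were taken that stood at no more than 0.2% of that level in another library of the receiving group and, where that group was monolayers, at least 10 times lower in the monolayers of the source's region.

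The steps were tested on simulated counts with the group sizes and depths of the data and a set dispersion of 0.01495. Planted log2 fold changes were of size 1.5 to 4, so smaller changes near the threshold were not tested. With 200 changed genes planted, edgeR called 200 of them and 2 unchanged genes, DESeq2 called 200 and 0 unchanged genes, and edgeR's interaction called 197 and 2 unchanged genes. An unchanged comparison gave 0 calls. Camera and fry each found 1 planted list of 12 genes among 20 unchanged lists. Genes were simulated independently of each other, so the effect of correlation between genes on the list tests was not tested. The planted changes had random direction, so scaling under changes as many and as uneven as in the data was not tested either. The variance shares came out within 0.765 percentage points of the planted ones. The tools were Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.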

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

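The tests of immune cell loss, of a mislabelled library, of the counts taken by the most abundant genes and of transcripts carried over between libraries were chosen only after the results they address were seen.

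The difference between SI and LI itself differed between monolayers and tissue for 3909 genes (edgeR's interaction, adjusted p-value under 0.05 and absolute log2 fold change of at least 1), 2242 of them higher and 1667 lower than tissue predicts for SI against LI. The paper reports no test of this interaction. The labels SI and LI can be exchanged in 200 ways that keep 3 libraries per group, and of 60 labellings drawn from these, 1 of 60, the real one, gave as many genes. Of the others, 51 gave 0 genes (132 to 383 at an unadjusted p-value under 0.05, edgeR) and 8 gave 1150 to 2286. Labellings that mix the regions raise the spread within groups, which lowers these counts, so the comparison says little about chance for the interaction alone. A labelling outside the 60, with SI and LI exchanged in all libraries of 1 preparation, gives 6301 genes, because it turns the difference shared by tissue and monolayers into an interaction. With every library thinned to 59016196 counts, 3898 genes passed, and 3602 of them were among the 3909, so a difference in library size is not the whole cause. With each library's trends against GC content and transcript length removed, 3728 genes passed (3422 shared), so these trends are not the whole cause either. The balance of directions moved more than the totals. It was 2467 higher and 1431 lower when thinned, 2123 and 1605 with the trends removed, and 2446 and 1492 with upper quartile scaling. The 10 most abundant genes took at most 10.7% of the counts of any library, too few to shift all other genes by a log2 fold change of 1. RNA or reads carried over from another library could shape a value only where a group stands far below another, and 3252 of the 3909 genes (83.2%) had every group's mean above 2% of the highest group's mean. No batch is named in the labels or the paper. A biological difference in how crypts of the 2 regions respond to culture stays open and was not tested apart from the design: SI crypts were released with EDTA and LI crypts also with enzymes, so isolation and region go together in every library, and the effect of isolation on tissue and monolayer libraries was not measured.

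Among the genes named by rule, 17 were past the threshold of this interaction. Of the genes that the study measures or stains, the log2 fold change of the interaction was -2.87 for Slc46a1, 1.65 for Lrig1, -2.45 for Chga and -1.15 for Tjp1. Slc46a1 and Chga were higher in SI than in LI in tissue and lower in monolayers, and Lrig1 was lower in tissue and higher in monolayers. For genes with the largest changes, it was 6.85 for Anxa10, -1.30 for Arhgap40, -9.45 for Pla2g4c, -4.86 for Dynap, -4.81 for Lor, 10.31 for Sult1a1, 9.15 for Trpv6, -7.08 for Slc28a1, -3.32 for Cyp3a25, 5.96 for Car1, 3.82 for Cyp2d9 and -6.56 for Tgm7. For the marker gene Cdk6 it was -1.66. Adjusted p-values (edgeR) ran from 1.80e-10 for Lrig1 to 0.0229 for Cyp3a25. The genes with the largest changes were selected for such changes in 1 comparison, which favours an interaction. With each library left out in turn, Arhgap40 was not past the threshold without the first SI tissue library (-1.15, adjusted p = 0.0516), the third (-1.10, 0.0664) or the third LI tissue library (-0.93, 0.0255). Cyp3a25 was not without the second (-3.09, 0.0600) or the third LI tissue library (-2.98, 0.0640) or the second (-2.82, 0.100) or the third LI monolayer library (-3.01, 0.0907), and Tgm7 was not without the second SI tissue library (-4.48, 0.0603; edgeR in each case). With libraries thinned to 1 total, 16 of the 17 passed, all but Arhgap40 (adjusted p = 0.0541, edgeR), and with the GC content and length trends removed 16 passed, all but Tjp1 (log2 fold change -0.88). So library size and these trends are not the cause for most of them. For all 12 libraries the nearest library over all genes was of their own group, which argues against a mislabelled library. Carried-over transcripts stay open for genes that a group nearly lacks. Slc28a1 had 70.5 normalized counts in the first LI tissue library and 0 in the others, and without that library the fitted interaction was -14.59, which depends on the prior count and is no bound. Pla2g4c had 8.66 normalized counts in the first LI monolayer library and 233 and 376.5 in the others, and Car1 had 568 in the first SI monolayer library and 124.6 and 25.5 in the others. For Slc46a1, Lrig1, Chga, Tjp1 and Cdk6 every group lay far above such levels, and a biological difference between the regions in their response to culture is a hypothesis that these tests leave open.

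In the lists of cell type genes, the change from tissue to monolayers differed between SI and LI for 3 of 9 lists (camera, adjusted over 9 tests, a contrast chosen after the changes in each region were seen). The median log2 fold change of the interaction was 2.07 for the goblet list (12 of 12 genes above 0, adjusted p = 1.26e-05), -2.16 for the enterocyte list (0 of 12 genes above 0, adjusted p = 0.00188) and 1.26 for the stem list (9 of 12 genes above 0, adjusted p = 0.00325). Under fry these calls hold (adjusted p = 0.000117, 0.0182 and 0.000180), and the enteroendocrine list passes as well (0.0147; median -1.16, 4 of 12 genes above 0, and camera gave 0.0958). With the correlation between genes estimated from the data none of the 9 passes (0.670, 0.763 and 0.670 for the 3 lists), so under camera the calls depend on the preset correlation. With libraries thinned to 1 total, all 3 of the lists passed under camera, which argues against library size. Of the genes, 7 of the goblet, 9 of the enterocyte and 6 of the stem list are among the 110 markers. In the first LI tissue library, enterocyte genes such as Sis lay near the level that transcripts carried over from SI tissue would give. Carry-over is a candidate explanation there and may hide a fall of that list in LI, but this reading does not extend to the second LI tissue library. Sis stood at 24.7 CPM in the first LI tissue library, 9.03 in the second and 2.82 in the third (12.2 on average). The interquartile fold over such genes was 1.43 in the first library. A different response of goblet and stem cells in the 2 regions stays open as a biological explanation.

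Beyond the 110 markers that the paper analysed, 5058 genes were differentially expressed between SI monolayers and SI tissue, 7378 between LI monolayers and LI tissue, 4385 between SI tissue and LI tissue, and 4090 between SI monolayers and LI monolayers (edgeR, threshold as above). For each of the 4 comparisons, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many genes as the real groups. The other 9 splits gave 0 genes in each comparison, and at an unadjusted p-value under 0.05 (edgeR) from 60 to 126, from 38 to 118, from 99 to 266 and from 87 to 133 genes, against 12000, 13322, 10499 and 11386 for the real groups. Splits that mix the groups raise the spread within them, and with 10 splits the smallest share is 0.1, so the splits give no share under 0.05. With libraries thinned to 1 total, the counts over all genes were 5019, 7288, 4382 and 4090, and with GC content and length trends removed they were 5242, 7474, 4473 and 4101, so neither library size nor these trends account for them. Of the genes called in the thinned libraries, 4867, 7034, 4191 and 3961 were the same genes. Of those called with the trends removed, 4588, 6379, 4314 and 3826 were the same, so some single calls depend on this step. The step shifted the direction, though: after it 2555 genes were higher and 2687 lower in SI monolayers, against 1902 and 3208 before. The median absolute change of a gene's log2 fold change was 0.18 in SI and 0.28 in LI. The fits to GC content and length explained a share of 0.00394 to 0.0290 of the variance of a library's deviations from the gene means. They also removed each library's mean deviation, so the shift in direction cannot be credited to the trends. A loss of immune cells from the tissue preparation predicts genes that fall in monolayers, and 1902 genes in SI and 2832 in LI rose, so it is not the cause of the whole change. Culture itself, in which crypts are seeded on Matrigel in a medium with growth factors, and a change in the mixture of epithelial cells stay open as biological explanations and were not tested apart.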

How the results depend on the processing

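The tests with counts halved, with upper quartile scaling or no filter for the relations between effects, and with genes and TMM's reference held fixed were chosen only after the data were seen.

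The order of the marker correlations depends on the genes and the measure. For SI tissue and SI monolayers, SI tissue and LI tissue, SI tissue and LI monolayers, SI monolayers and LI tissue, SI monolayers and LI monolayers, and LI tissue and LI monolayers, in this order, r over all tested genes was 0.928, 0.908, 0.858, 0.892, 0.942 and 0.898. It was 0.831, 0.431, 0.496, 0.584, 0.732 and 0.848 for markers of at least 10 mean normalized counts, and 0.833, 0.431, 0.494, 0.581, 0.729 and 0.847 for TMM log2 CPM. Spearman's rho was 0.826, 0.450, 0.468, 0.561, 0.715 and 0.851. With genes centred, r was 0.468, -0.687, -0.816, -0.808, -0.476 and 0.349, where centring itself forces negative values. A pseudocount of 10 gave 0.535 for SI tissue and LI monolayers and 0.744 for the 2 monolayers. Over all genes the 2 kinds of monolayers were thus the closest pair, and the other alternatives kept tissue and monolayers of 1 region closest. Expression level was tested as a cause of this contrast between markers and all genes. For the 108 tested markers, r with the own tissue exceeded r between the monolayers by 0.103. It did so by as much in 0 of 10000 random lists matched on expression (median -0.0301). The markers' expression level is thus not the cause, and no other cause was tested. Leaving out replicates gave 0.856 to 0.871, 0.491 to 0.553, 0.561 to 0.596, 0.625 to 0.661, 0.759 to 0.778 and 0.855 to 0.873.

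At the top split of the dendrogram, 6 of 12 libraries lay with their own region over all genes and 9 of 12 after scaling each gene, and the cause was not tested. After scaling, 9 of 12 also lay with their own preparation. For markers, without 1 replicate number at a time, the variance share ran from 21.4% to 25.7% for preparation, 7.15% to 10.6% for the interaction and 1.74% to 4.43% for replicates. Over all genes it ran from 33.7% to 35.0% for region, 44.4% to 45.7% for preparation, 11.2% to 11.7% for the interaction and 8.89% to 9.37% for replicates. There, TMM values gave 34.4% for region and 10.5% for replicates, and a pseudocount of 10 gave 36.6% for region, 45.8% for preparation and 6.66% for replicates. The cause of these shifts was not tested.

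Counts of differentially expressed genes stayed within 1.5 times their value with DESeq2, no filter, upper quartile scaling, halved counts and only the 2 groups compared. With at least 10 counts in every library they were 3140, 4797, 2606 and 2442 for SI monolayers against SI tissue, LI monolayers against LI tissue, SI against LI tissue and SI against LI monolayers, since 14385 genes rather than 19581 were tested. With no minimum fold change they were 11674, 13445, 10558 and 10145, and 9069 for the interaction, as a looser threshold must give. Upper quartile scaling moved the median log2 fold change of all genes by -0.12 in LI monolayers against LI tissue.

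The replicate numbers gave no sign of pairing: 18 correlations between libraries of 1 number ran from -0.0516 to 0.0563, and 0 were over 0.1. The paper's methods take the large intestine for monolayers from the mice that gave the jejunum. Mice shared by libraries of different numbers were not looked for, so shared mice are not ruled out. With the replicate number as a block the counts were 5017, 7367, 4383, 4083 and 3807, and Acta2 in tissue was not past the threshold (-1.79, adjusted p = 0.0719, edgeR).

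The correlation of region effects was 0.562 with at least 10 counts in every library, 0.542 with halved counts, 0.276 with no filter, 0.785 for the markers and 0.327 as Spearman's rho, and that of culture effects 0.663, 0.637, 0.382 and 0.364 for the first 4 of these. Genes kept their direction in 88.5% for the markers. The cause was not tested: the stricter filter raised both Pearson correlations but also removes genes absent from 1 group, and Spearman's rho of region effects did not rise under it (0.310). Leaving out single libraries gave 0.462 to 0.486 and 0.580 to 0.604, below the values of all 12 libraries in every fit, and 2 side effects were found. Groups of 2 pass 614 to 765 more genes through the filter, and without any 1 monolayer library TMM takes the third SI tissue library as its reference in place of the third LI monolayer library, which moves SI against LI tissue by -0.08. With genes and reference held as with all libraries (the reference where it was present), they were 0.483 to 0.509 and 0.596 to 0.621, around the values of all libraries. Counts of genes without 1 library ran from 4889 to 5220, 7266 to 7631, 4300 to 4621, 4022 to 4238 and 3674 to 3997, and with genes and reference held from 4838 to 5110, 7116 to 7447, 4223 to 4476, 3981 to 4171 and 3662 to 3985.

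Among the 18 tests of cell type lists, 0 passed with the correlation estimated from the data (3 at an unadjusted p-value under 0.05), against 10 with the preset one, and 7 passed without the markers. The enterocyte list in LI changed direction under fry (adjusted p = 0.584) and with the block on replicate number (camera, 0.976), with no evidence of a change under any. Of the other results for lists, 13 were weaker and 2 stronger. For named genes, Erbb2 in tissue, near 0, was at -0.0207 with DESeq2 and from -0.0769 to 0.0482 without single libraries, and Mki67 was from -0.0312 to 0.137 in tissue and from -0.0805 to 0.0729 in monolayers. Outside the fits without a library, 2 other named results were weaker, Slc19a1 in tissue with DESeq2 and Acta2 with the block. Genes such as Cyp3a41a and Cyp3a41b had counts too low to be tested, and the cause was not examined.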

Differences from the paper's values

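The plot of Supplementary Fig. 3b prints each r on both sides of its diagonal, and for 1 pair of comparisons the sides differ. Above the diagonal the paper's value is about 0.65 for SI tissue and LI monolayers (Supplementary Fig. 3b, read by eye), and r over the marker genes was 0.576 here. Above the diagonal the paper's value is about 0.58 for SI monolayers and LI tissue (Supplementary Fig. 3b, read by eye), and r was 0.648 here. Below the diagonal the paper's values are about 0.58 for SI tissue and LI monolayers and about 0.65 for SI monolayers and LI tissue (Supplementary Fig. 3b), and both lie within the replicate spread of the values here. Each value above the diagonal thus lies near the value here for the other of the 2 pairs. For SI tissue and LI monolayers above the diagonal, none of the alternatives set before the data were examined closed the gap, whether all tested genes, markers of at least 10 mean normalized counts, TMM values, a pseudocount of 10, centred genes, Spearman's rho, averaging before the logarithm or leaving out a library. For SI monolayers and LI tissue above the diagonal, 3 of these alternatives gave values within the replicate spread of the paper's: markers of at least 10 mean normalized counts (0.584), TMM log2 CPM (0.581) and Spearman's rho (0.561). For this pair above the diagonal, all tested genes, a pseudocount of 10, centred genes, averaging before the logarithm and leaving out a library gave values outside that spread. The 3 alternatives lie outside the replicate spread of the figure's values for the pairs whose sides do not differ and for both pairs below the diagonal. The values here without the 3 alternatives lie within it.

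The paper describes the values of Supplementary Data 2 as log1p transformed. They equal the base 2 logarithm of the normalized counts after adding 1, so on the log2 scale the mean of the table and of the values here are the same (11.4), and on a natural log scale the values here would have a mean of 7.92.

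Some statements of the paper rest on other samples than these libraries and differ from them in rank, direction or call. In the quantitative PCR of Supplementary Fig. 5b the paper shows a difference of the folate carrier RFC between regions that is significant in monolayers and not in tissue, and is larger in monolayers. Here Slc19a1, which encodes it, had a log2 fold change of SI against LI of 0.22 in monolayers (adjusted p = 0.0787, edgeR) and 1.02 in tissue (adjusted p = 6.90e-07, edgeR), and the interaction was -0.79 (adjusted p = 0.000356, edgeR). With DESeq2, and in each of the 12 fits that left out a library, the fold change in monolayers was below the threshold as well (at most 0.30). In Supplementary Fig. 6b the paper marks no significant difference of CYP3A13 in tissue. Here Cyp3a13 had a log2 fold change of SI against LI of 1.81 in tissue (adjusted p = 1.30e-10, edgeR). In the same figure the paper shows a higher CYP3A41 expression in SI than in LI in both preparations. Here the genes Cyp3a41a and Cyp3a41b were too low to be tested: Cyp3a41a reached 6 counts at most in any library of SI and 0 in LI, too few for a fold, and Cyp3a41b reached 1 count. The paper's text does not state how reads that align to more than 1 gene were counted. These counts alone therefore do not show that the genes are barely expressed. The direction of Cyp3a41a was the same as in the paper, with 1.92 to 5.88 normalized counts in the SI libraries and 0 in every LI library. In Supplementary Fig. 2a the paper shows a larger share of villin-stained cells in LI monolayers than in SI monolayers. Here the RNA of Vil1 was higher in SI monolayers (log2 fold change 0.48, adjusted p = 0.00224, edgeR, below the fold change of the threshold).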

Other observations

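The tests of a lower share of all non-epithelial cells, of random gene lists and of carried-over transcripts were chosen only after the results they address were seen.

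Several genes that the study measured by quantitative PCR, staining or activity in other samples can be read in these libraries. Log2 fold changes are of SI against LI, with adjusted p-values from edgeR. The proton-coupled folate transporter gene Slc46a1 was at 1.48 in tissue (adjusted p = 0.000324) and -1.39 in monolayers (adjusted p = 0.000599). The folate carrier gene Slc19a1 lay at the edge of the threshold in tissue: its log2 fold change ran from 0.90 to 1.12 when single libraries were left out, and was 0.99 with DESeq2. It was below 1 in 8 of these 12 fits, but in only 3 of 12 when the tested genes and TMM's reference library were held as with all libraries: without the third SI tissue library (0.90), the third LI tissue library (0.93) and the third LI monolayer library (0.94), which is that reference. Cyp3a11 was at 7.34 in tissue and 7.02 in monolayers (adjusted p = 9.45e-07 and 1.02e-06), and Cyp3a13 was at 2.61 in monolayers (adjusted p = 3.56e-12). Egfr was at -0.68 in tissue (adjusted p = 1.42e-07) and -1.46 in monolayers (adjusted p = 1.30e-11). Erbb2, which encodes Her2, was at -0.35 in monolayers (adjusted p = 9.25e-05), and Lrig1 was at -0.59 in tissue (adjusted p = 1.55e-07) and 1.06 in monolayers (adjusted p = 1.75e-10). Mki67, which encodes Ki67, was at 0.05 in tissue (adjusted p = 0.607) and -0.03 in monolayers (adjusted p = 0.815).

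Among cell type markers that the study stained, Muc2 was at -2.07 in tissue and -1.31 in monolayers, Lyz1 at 7.73 and 6.79, and Chga at 1.21 and -1.24 on the log2 scale of SI against LI. Chga in tissue was at 0.98 without the first SI tissue library. Vil1 was at 1.26 in tissue. The junction genes Tjp1 (ZO-1) and Cdh1 (E-cadherin) were at 0.09 and -0.45 in tissue and -1.06 and -0.43 in monolayers. The gene of alpha-smooth muscle actin, Acta2, was at -2.04 in tissue (adjusted p = 0.0339, edgeR) and -2.25 in monolayers (adjusted p = 0.0288, edgeR), and was past the threshold in 8 and 6 of the 12 fits that left out a library. It was not in tissue without any 1 of the SI tissue libraries (-2.20, -2.02 and -1.91) or without the first LI tissue library (-0.63), nor in monolayers without any 1 of the monolayer libraries (from -2.48 to -1.98). That first LI tissue library held 799.7 normalized counts and the others 157.4 and 105.3. Its mean level was 1.24 CPM in SI tissue, 0.650 in SI monolayers, 5.09 in LI tissue and 3.12 in LI monolayers. The gene Actb, whose transcript the study used to normalize its quantitative PCR, rose from tissue to monolayers by a log2 fold change of 0.88 in SI (adjusted p = 4.62e-06, edgeR) and 1.40 in LI (adjusted p = 2.74e-08, edgeR), and between SI and LI it was at 0.43 in tissue and -0.09 in monolayers. No biological explanation was tested for these values.

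The genes with the largest log2 fold changes in each comparison, among those with at least 10 CPM on average and no overlap between groups, were Anxa10 (7.62) and Arhgap40 (7.20) upward and Pla2g4c (-12.89) and Apol10c-ps (-9.97) downward in SI monolayers against SI tissue. In LI monolayers against LI tissue they were Dynap (9.66), Lor (9.14), Sult1a1 (-11.13) and Trpv6 (-10.66). In SI tissue against LI tissue they were Slc28a1 (9.27), Cyp3a25 (9.16), Car1 (-9.49) and Cyp2d9 (-9.45), and in SI monolayers against LI monolayers Cyp2c29 (7.29), Gimd1 (7.23), Tgm7 (-7.61) and Slpi (-7.34). The fitted values of genes at a few counts in 1 group depend on the prior count: Apol10c-ps had at most 6 counts in a library of SI monolayers, Cyp2d9 at most 4 in SI tissue and Trpv6 at most 4 in LI monolayers. Dynap had at most 6 counts in a library of LI tissue, and its value ran from 9.08 to 10.37 when single libraries were left out. Without 1 of the LI tissue libraries, the first, which alone held counts of Slc28a1, the fitted value of Slc28a1 was 16.78. Car1 held 215580 normalized counts in the second LI tissue library and 52741 and 48540 in the others. The fitted value of Car1 ran from -9.83 to -8.43 when single libraries were left out.

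In the lists of cell type genes (camera, 12 genes each, adjusted over 18 tests), 10 tests were past an adjusted p-value of 0.05 and 11 were past an unadjusted one. In SI monolayers against SI tissue the median log2 fold change was -2.22 for the enterocyte list (adjusted p = 2.43e-05), -0.72 for the goblet list (0.0125), -4.30 for the immune list (4.13e-05), 0.65 for the proliferation list (0.00102) and 3.70 for the repair list (4.13e-05). It was -0.63 for the stem list (0.0779), -1.08 for the Paneth list (0.692), -0.26 for the mesenchymal list (0.867) and -0.23 for the enteroendocrine list (0.883). In LI monolayers against LI tissue it was -3.04 for the goblet list (1.85e-05), -3.81 for the immune list (0.00657), 0.46 for the proliferation list (0.00657), 3.40 for the repair list (4.13e-05) and -1.22 for the stem list (0.00627). It was 1.33 for the enteroendocrine list (0.105), 0.59 for the enterocyte list (0.968), 0.58 for the Paneth list (0.968) and -0.12 for the mesenchymal list (0.867). Genes at the limit of 3 counts in 1 group, set to their bound, left these medians as they are. In LI tissue, Defa24, Defa30, Defa17 and Lyz1 stood at 10.8, 4.79, 2.01 and 14.5 CPM, against 3190, 1803, 668 and 3080 in SI tissue. Transcripts carried over from SI tissue may account for such levels, so the LI median of the Paneth list may not reflect expression. Other genes of that list stood higher in LI tissue, such as Ang4 (580 CPM, against 2392 in SI tissue). Under fry 12 of the 18 tests passed, and with the correlation estimated from the data 0 passed (3 at an unadjusted p-value under 0.05). Of the 10 splits of the 6 libraries into 3 and 3, 7 in SI and 7 in LI gave at least as many lists past the threshold as the real groups, but each of these other splits keeps part of the real difference, which camera finds by rank, so they do not measure chance for the number of lists, and this stays open. The fall of the immune list is large for its abundant genes: Ptprc went from 58.0 to 2.42 CPM in SI and from 15.2 to 0.768 in LI, Gzma from 318 to 6.58 and from 11.1 to 0.832, and Cd74, which epithelial cells can also express, from 718 to 104.7 and from 1367 to 5.33. Lyz2 did not follow in SI (44.9 and 41.3 CPM). A lower share of all non-epithelial cells would lower mesenchymal genes alike. The median of the mesenchymal list was looked at first, and since its genes move both ways it decides nothing. A count then took its place: 0 of the 12 mesenchymal genes in SI and 0 of 12 in LI fell as far as the median immune gene, and 9 and 6 fell at all. The changes of the mesenchymal genes ran from -1.90 to 1.97 in SI and from -3.52 to 3.20 in LI. In SI tissue Des, Lum, Myh11, Pdgfra, Tagln and Dcn stood at 0.494 CPM or less. So large a fall would take them below the limit of 3 counts, so for them the SI count decides nothing. The more abundant Col3a1, Vim, Col1a2, Sparc, Col1a1 and Acta2 ran from -1.14 to 0.67 in SI. In LI tissue Pdgfra and Lum (0.421 and 0.450 CPM) were too low in the same way. In LI, though, Myh11 (-3.52) and Des (-3.34) fell further than the immune gene Cd79a (-2.70), while 6 of the 12 mesenchymal genes rose. The LI count thus does not rule out a loss of other non-epithelial cells. In SI the immune genes may mark a loss of immune cells in particular. Whether isolation or culture removes immune cells stays open.

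The 110 marker genes set tissue of the same region apart from tissue of the other region more than other genes do, though not by a higher r with their own tissue. For the 108 tested markers the same-region difference of r was 0.295, and it was as large in 0 of 10000 random lists of 108 genes matched on expression, whose median was 0.0392 (95% of lists between 0.00851 and 0.0928). The level of expression of the markers is thus not the cause. For the markers, r of monolayers with their own tissue exceeded r between the monolayers of SI and LI by 0.103, and for random lists the median was -0.0301 (95% between -0.0847 and 0.0215). The r of monolayers with their own tissue was itself lower for the markers (0.831) than the median of random lists (0.908). A choice of markers that tell regions or cell types apart may explain this, and these tests leave it open. In 60 labellings drawn from the 200 ways to exchange SI and LI between libraries, 1 of 60, the real one, gave as large a correlation of region effects between tissue and monolayers (r = 0.506). The share of genes with the same direction (74.8%) exists in only 5 of the 60, since the others call no gene in tissue. It was as large in 1 of these 5, the real one, and nearly as large in another, and 5 are too few to tell. When monolayers and tissue were exchanged in 60 labellings drawn in the same way, 1 of 60 gave as large a correlation of culture effects between SI and LI (r = 0.617). Over all tested genes the first principal component held 47.1% and the second 31.8% of the variance.

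Some libraries held low levels of genes that are abundant in another group, which was noticed in the values and then tested on the same values. In the first LI tissue library, 40 genes that are high in SI tissue and nearly absent from the third LI tissue library stood at a median of 0.704% of their SI tissue level, against 0.0833% in the third. These ratios spread over an interquartile fold of 1.43, as RNA or reads of SI tissue carried into the library would, and the levels followed SI tissue (r = 0.977 across genes) more closely than SI monolayers (r = 0.725). Anpep, for example, stood at 38.3 CPM there, 5.49 in the third LI tissue library and 4789 in SI tissue. In the second LI tissue library the median was 0.198% with an interquartile fold of 2.98, and there the levels followed SI monolayers (r = 0.865) slightly more closely than SI tissue (r = 0.832), so the same reading does not extend to it. In the second and the third LI monolayer libraries, 19 such genes stood at 0.363% and 0.330% of their SI tissue level, against 0.0797% in the first, with interquartile folds of 1.65 and 1.43. They followed SI tissue (r = 0.963 and 0.977) more closely than SI monolayers (r = 0.505 and 0.397). Olfm4 stood at 4.06 CPM in the second LI monolayer library, 0.0580 in the first and 1252 in SI tissue. In the first and second SI monolayer libraries, 21 genes of LI tissue stood at 0.331% and 0.309% of their level in LI tissue, against 0.0312% in the third, with interquartile folds of 1.47 and 1.33. They followed LI tissue (r = 0.963 in both) more closely than LI monolayers (r = 0.661 and 0.672). Car1 stood at 8.63 CPM in the first SI monolayer library, 0.390 in the third and 1529 on average in LI tissue (SD 1380). The genes named here were chosen after their values were seen. A small carry-over of RNA or reads between libraries is a candidate explanation, at a step that the tables do not show, and for the LI tissue library cells of SI carried over during isolation would look the same. In the monolayer libraries such cells would have been cultured as well, and the levels followed tissue more closely than monolayers of the other region. It limits what can be said about genes that a group lacks: for such genes a level under 1% of that in the other tissue cannot be read as expression. No biological explanation was tested.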
